# Bioinformatics analysis of vascular RNA-seq data revealed hub genes and pathways in a novel Tibetan minipig atherosclerosis model induced by a high fat/cholesterol diet

**DOI:** 10.1186/s12944-020-01222-w

**Published:** 2020-03-25

**Authors:** Yongming Pan, Chen Yu, Junjie Huang, Yili Rong, Jiaojiao Chen, Minli Chen

**Keywords:** Hypercholesterolemia, Atherosclerosis, Tibetan minipig, Transcriptome, Inflammatory

## Abstract

**Background:**

Atherosclerosis is a major contributor to cardiovascular events, however, its molecular mechanism remains poorly known. Animal models of atherosclerosis can be a valuable tool to provide insights into the etiology, pathophysiology, and complications of atherosclerosis. In particular, Tibetan minipigs are a feasible model for studying diet-related metabolic and atherosclerotic diseases.

**Methods:**

We used vascular transcriptomics to identify differentially expressed genes (DEGs) in high fat/cholesterol (HFC) diet-fed Tibetan minipig atherosclerosis models, analyzed the DEGs gene ontology (GO) terms, pathways and protein-protein interactions (PPI) networks, and identified hub genes and key modules using molecular complex detection (MCODE), Centiscape and CytoHubba plugin. The identified genes were validated using the human carotid atherosclerosis database (GSEA 43292) and RT-PCR methods.

**Results:**

Our results showed that minipigs displayed obvious dyslipidemia, oxidative stress, inflammatory response, atherosclerotic plaques, as well as increased low-density lipoprotein (LDL) and leukocyte recruitment after 24 weeks of HFC diet feeding compared to those under a regular diet. Our RNA-seq results revealed 1716 DEGs in the atherosclerotic/NC group, of which 1468 genes were up-regulated and 248 genes were down-regulated. Functional enrichment analysis of DEGs showed that the HFC diet-induced changes are related to vascular immune-inflammatory responses, lipid metabolism and muscle contraction, indicating that hypercholesterolemia caused by HFC diet can activate innate and adaptive immune responses to drive atherosclerosis development. Furthermore, we identified four modules from the major PPI network, which are implicated in cell chemotaxis, myeloid leukocyte activation, cytokine production, and lymphocyte activation. Fifteen hub genes were discovered, including TNF, PTPRC, ITGB2, ITGAM, VCAM1, CXCR4, TYROBP, TLR4, LCP2, C5AR1, CD86, MMP9, PTPN6, C3, and CXCL10, as well as two transcription factors (TF), i.e. NF-ĸB1 and SPI1. These results are consistent with the expression patterns in human carotid plaque and were validated by RT-PCR.

**Conclusions:**

The identified DEGs and their enriched pathways provide references for the development and progression mechanism of Tibetan minipig atherosclerosis model induced by the HFC diet.

## Introduction

Hypercholesterolemia and atherosclerosis are major lifestyle-related metabolic disorders and health problems in modern society [1]. Their occurrences are known to be related to genetic and environmental factors [2, 3]. In specific, hypercholesterolemia is an important risk factor for atherosclerosis, which can lead to atherosclerosis by inducing a local inflammatory response, oxidative stress damage, and damages to vascular endothelial cell metabolism and function. Recently, studies have suggested that imbalances in nutrient intake may lead to hypercholesterolemia and atherosclerosis [4, 5]. However, a lack of appropriate animal models has made it difficult to assess such an association between hypercholesterolemia and atherosclerosis caused by dietary patterns. Rodents are not an appropriate model for atherosclerosis in humans, because they have such a different lipoprotein profile that atherosclerosis rarely occurs in rodents unless they are genetically modified or fed to an extreme diet [5]. Moreover, in these models, genetically induced hypercholesterolemia usually leads to cholesterol levels that are much higher than those in humans. In particular, mouse models have been challenged recently for studying human inflammatory/immune responses [6]. Therefore, the establishment of an ideal experimental animal disease model is essential for studying the pathophysiology of atherosclerosis.

Pigs, which can spontaneously form atherosclerosis, provide a more representative animal model for studying dyslipidemia and atherosclerosis [7, 8]. The physiological and anatomical aspects of pigs in lipid metabolism, cardiovascular metabolism and digestion are very similar to those in humans. Furthermore, the omnivorous nature of pigs makes them highly suitable for studying dietary-based patterns and for translating findings from pigs to humans [5]. In particular, Tibetan minipigs have many advantages as a model for studying diet-related cardiovascular metabolic diseases [9, 10]. Our previous studies have shown that Tibetan minipigs are a viable model for studying atherosclerosis induced by dietary patterns. They can form atherosclerosis with 24 weeks of a high-fat/cholesterol diet, and have characteristics like lipid disorders, insulin resistance, hypertension and cardiac dysfunction [9]. The lipid metabolism changes and atherosclerotic lesions in the Tibetan minipig model are also very close to those in humans, but the underlying molecular pathological mechanisms are not yet clear.

Recently, it has been recognized that the relationship between dietary patterns and cardiovascular diseases is complex, which involves many changes in biological systems [11]. The increase in genomic information, especially after the emergence of high-throughput sequencing technologies, provides an opportunity to better understand the intricate biological processes of the disease. Previous studies have revealed molecular changes in rabbit and human atherosclerosis at the mRNA level [12, 13]. Recently, hypercholesterolemia has been found to stimulate immune responses and may promote inflammatory diseases [14, 15]. Herein, we utilized Tibetan minipigs fed with a high-fat/cholesterol diet to mimic human hypercholesterolemia and atherosclerosis associated with today’s poor dietary patterns. We used vascular transcriptome to identify the extent of changes in vascular gene expression, and performed bioinformatics analysis to discover potential hub genes and key pathways caused by atherosclerosis. This study therefore provided clues about the molecular mechanism of atherosclerosis, revealed new therapeutic targets and biomarkers, and can serve as a reference for future research and application of Tibetan minipigs in studying human atherosclerotic diseases.

## Materials and methods

### Animals and experimental protocol

Before the study, the experimental protocol was approved by the Animal Care and Use Committee at the Zhejiang Chinese Medical University (approval number: ZSLL-2016-0031). Ten male Tibetan minipigs (3–4 months old) were purchased from Guangdong Pearl Lab Animal Sci & Tech Co., Ltd. All minipigs were kept in the animal house of Experimental Animal Research Center of Zhejiang Chinese Medical University at 20–22 °C and with a 12 h light/dark cycle. After 4 weeks of environmental accommodation, the animals were divided into a normal control (NC) group and an atherosclerosis model group with 5 animals per group. The atherosclerosis model was established by feeding minipigs with a high-fat/cholesterol (HFC) diet (containing 15% shortening oil, 1.5% cholesterol, 10% egg yolk powder, and 73.5% basal feed) for 24 weeks, as we previously described [9]. Minipigs were euthanized at the 24th week.

### Changes in biochemical parameters and white blood cell (WBC) count

Following a 16 h fast at the 24th week of a HFC diet, the body weights of minipigs were measured. Heparin anticoagulant blood was collected from the anterior vena cava of minipigs, and was then centrifuged for plasma collection. Total cholesterol (TC), triglycerides (TG), high-density lipoprotein-cholesterol (HDL-C), and low-density lipoprotein-cholesterol (LDL-C) were measured (Hitachi 7020 automatic biochemical analyzer) as previously described [9]. Atherogenic index (AI) was derived from the ratio of (TC–HDL-C) to HDL-C. Plasma C-reactive protein (CRP) and tumor necrosis factor-α (TNF-α) levels were detected using ELISA kits (Nanjing Jiancheng Bioengineering Institute, China). In addition, 1 mL of EDTA-K_2_ anticoagulant blood was taken, and the components of the blood cells including the WBC count were analyzed on an automated hematology analyzer (2120, Bayer Healthcare Ltd., USA).

### Atherosclerosis lesion analysis

At the end of the study, all minipigs were sacrificed for autopsy. The blood vessels from the aortic arch to the abdomen of the descending aorta (flat 3–4 lumbar vertebrae) were fixed with 10% buffered formalin, stained with 0.5% Sudan IV, and then photographed. Image J software was used to quantify Sudan IV-stained area, expressed as a percentage of the total surface area. The arterial vessels at the end of the abdominal aorta were placed into 10% paraformaldehyde solution, embedded in paraffin, cut into 5-μm-thick sections, stained with hematoxylin-eosin (H&E) and Masson’s trichrome, and immunohistochemically stained with NF-ĸB p65 subunit, VCAM1, and MMP9 antibodies (1:300 dilution, NF-ĸB p65,SC-8008; VCAM1, SC-18854; MMP9, SC-21733; Santa Cruz Biotechnology, CA, USA). Image pro plus 6.0 software was used to measure the intima-media thickness (IMT) and the staining percentage of the positive area [9]. In addition, immunofluorescent staining was performed with smooth muscle actin antibody (α-SMA) and CD68 antibody (1:200; α-SMA, SC-32251; CD68, SC-70761; Santa Cruz Biotechnology, CA, USA), which was then secondarily labeled with Alexa fluor 647-conjugated goat anti-rabbit IgG (ab150087) and Alexa fluor 488-conjugated goat anti-mouse IgG (ab150117) (Abcam, Cambridge, UK) respectively, and mounted with Fluorescent with DAPI. Slides were examined with a fluorescence microscope (VS120, OLYMPUS, Japan).

### Construction and sequencing of messenger RNA (mRNA) library

We randomly picked three pigs in every group for deep sequence analysis. Trizol reagent was used for RNA isolation from blood vessels at the end of abdominal aorta (Invitrogen, CA, USA). RNA quantity and purity were assessed using a Bioanalyzer 2100 and RNA 6000 Nano Lab Chip Kit (Agilent, CA, USA) with RNA integrity number (RIN) > 7.0. Ten micrograms of total RNA was used to isolate Poly (A) mRNA with poly-T oligo attached magnetic beads (Invitrogen). After purification, the mRNA was cleaved into small fragments by divalent cation at high temperatures. According to the protocol of the mRNA Seq sample preparation kit (Illunina, San Diego, USA), the RNA fragments after cleavage were reverse-transcribed to generate the final cDNA library. The average insertion size of the paired-end library was 300 bps. We then performed the paired-end sequencing on Illumina Hiseq 4000 (LC Sciences, Hangzhou, China) as recommended by the supplier. RNA-Seq data have been submitted to the Gene Expression Omnibus (GEO) database (Accession no.GSE140412).

### Transcriptome data analysis

Clean reads were obtained and mapped to the pig reference genome (Scrofa 11.1) using the HISAT package (version 2.0) with default parameters. Each sample’s mapped reads were assembled using StringTie (version 1.3.0). All the transcriptomes in the sample were merged to reconstruct a comprehensive transcriptome using perl scripts. The average FPKM (Reads per kilobase of exon per million) were calculated using StringTie. Differentially expressed genes (DEG) were selected with log_2_ (fold change) > 1 or log_2_ (fold change) < − 1 and with statistical significance (*p-*value < 0.05) using edgeR.

### Gene ontology (GO) and Kyoto encyclopedia of genes and genomes (KEGG) enrichment analysis of DEGs

To assess the functions of the identified DEGs, g: profiler (https://biit.cs.ut.ee/gprofiler) was used to identify the enriched GO biological processes [16]. The results were integrated using the Enrichment Map [17], in which *p*-value < 0.01 was adjusted to indicate that the difference is statistically significant. KEGG Orthology Based Annotation System (KOBAS 3.0) (http://kobas.cbi.pku.edu.cn) was used to identify the enriched KEGG pathway based on adjusted *P* values, in which *p*-value < 0.05 was adjusted to indicate that the difference is statistically significant. In addition, Gene Set Enrichment Analysis (GSEA, version 4.0.3, the broad institute of MIT and Harvard) was used to assess whether a genetically defined genome is statistically significant between the two phenotypes [18]. GSEA was performed to identify enriched hallmark gene sets pathways between atherosclerosis and NC (FDR < 0.05), where the hallmark gene sets were collected from the Molecular Signature Database (MSigDB).

### Identification of modules and hub genes in PPI networks

DEGs were uploaded to the STRING database to build a PPI network [19], with a confidence score ≥ 0.4 as the cut-off criterion. The PPI network was then visualized in Cytoscape software 3.7.2 [20]. The PPI network centrality parameters (degree, betweenness, eigenvector) was analyzed using CentiScaPe 2.2 similar to previous studies [21, 22]. In this work, the average values of degree, betweenness, and eigenvector were calculated. To identify nodes with higher centrality values for the three selected parameters, a Venn diagram was drawn using Venny 2.1 software (https://bioinfogp.cnb.csic.es/tools/venny/). Finally, the major PPI network was constructed based on the intersection of three centrality parameters in the Venn diagram. The most significant modules were identified from the major PPI network using the Molecular Complex Detection (MCODE) plugin. K-score = 5 was set as the criterion for MCODE analysis. In addition, we used the CytoHubba plugin and the degree topological analysis [23] to identify hub genes, where genes of the top 15 degrees were considered to be hub genes in the network. Transcription factor prediction was performed using the iRegulon plugin of Cytoscape 3.7.2 [24].

### Hub genes validation

We validated the RNA-seq results of 9 genes by real-time PCR. Briefly, complementary cDNA was synthesized using a PrimeScript™ RT reagent kit (Takara, Dalian, China). Table 1 shows the sequences of the used primers. Real-time PCR was performed on Step one plus using SYBR Premix Ex Taq Reagent Kit (Takara, Dalian, China). GAPDH was used as a house-keeping reference to calculate the relative expression of target genes with the 2^-ΔΔCt^ method. To confirm the expression patterns of the15 hub genes in human atherosclerosis, we used the GEO database of human carotid atherosclerotic plaques (GSE43292, containing 32 atheroma plaque samples and 32 adjacent carotid tissue) for validation.

**Table 1:** Primers for quantitative real-time PCR analysis

Gene	Forward	Reverse	Product size	Accession no.
*TNF*	CCACGCTCTTCTGCCTACTGC	CTCGGCTTTGACATTGGCTAC	161	NM_214022.1
*ITGB2*	GTCAGGCGGCCACGTTCAAC	TGAGGTCGTCGAGCATGGAGTAG	102	NM_213908.1
*VCAM1*	CAGATCCACGCTGGTCATGAATCC	GACACCTGACTGTAACTGGCTTCC	185	NM_213891.1
*TYROBP*	ATCTGGTGCTGACCCTCCTC	CCTCTGTGTGTTGAGGTCGC	176	NM_214202.1
*LCP2*	CCGAACAGAGGCAGAAGCTG	TTCCCTCGGAGTCCAGTTCC	192	XM_021077083.1
*SPI1*	CTTGTCCACCCACCAGATGC	GGGAGACAGGCAGCAAGAAG	98	NM_001001865.1
*CTSS*	GGTGCTCCTCCTGTGCTCCTC	GATGAGACGCCGTGCTACTTCC	136	XM_021089893.1
*PTPN6*	CCTCCCGCACCTCCTCCAAG	GTCTGCTGACCGCTGCTTCTTC	98	EU753189.1
*GAPDH*	CCATCACCATCTTCCAGGAGCGAG	AAGTTGTCATGGATGACCTTGGCCA	286	NM_001206359.1

### Statistical analysis

All data are expressed as means ± SEM. Statistical analysis was performed with GraphPad Prism 7.0 software (GraphPad Software Inc., USA). The Mann-Whitney test was used to compare between the two groups. *P* < 0.05 indicates statistical significance.

## Results

### Changes of clinical phenotypic characteristics and histopathological assessment in Tibetan minipigs with a HFC diet

We saw from the H&E staining that the abdominal aortic intima was thickened in the atherosclerosis group, with a large number of inflammatory cells infiltrating, calcifying and forming foam cells (Fig. 1b). In specific, our quantitative analysis revealed a significant increase of IMT increased in the atherosclerosis group (*P* < 0.01, Fig. 1c). Masson staining showed that the content of collagen fibers in the intima and the media grew significantly after 24 weeks of HFC diet induction (Fig. 1d). From Sudan IV staining, we saw a significant increase of aortic lipid deposition in the atherosclerosis group compared with the NC group (*P* < 0.01, Fig. 1e-f). Meanwhile, significant changes were also observed in clinical phenotypic characteristics, as shown in Table 2. The body weight, TC, LDL-C, HDL-C, AI, WBC counts, as well as CRP and TNF-α levels, were significantly increased in the atherosclerosis group compared to the NC group (*P* < 0.05, *P* < 0.01), except for TG.

**Fig. 1:**
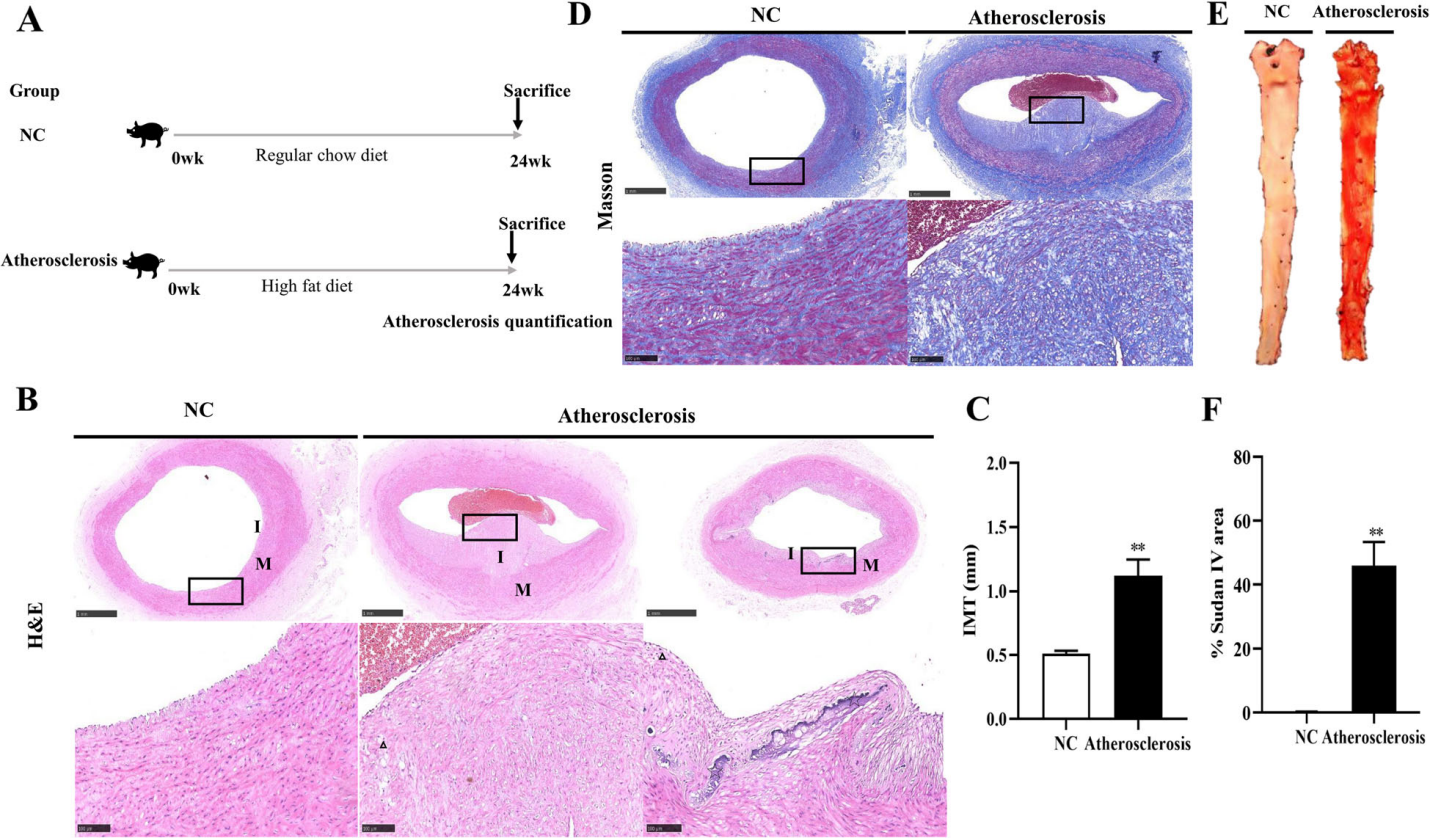
Artery vascular pathological assessment in Tibetan minipigs after 24 weeks of continuous feeding with a HFC diet. **a** Study protocol. 10 Tibetan minipigs were randomly allocated to NC and atherosclerosis groups and fed with a regular diet or a HFC diet throughout the study, and the minipigs were sacrificed at 24 weeks later. **b** H&E staining of the abdominal aorta and the images of the second line are an enlarged view of the red box in the first line. Triangle represents foam cells, pentagram indicates vascular calcification. **c** IMT of the abdominal aorta. **d** Masson staining of the abdominal aorta and the images of the second line are an enlarged view of the red box in the first line. **e** Aortic lipid analysis by Sudan IV staining. **f** Percentage of Sudan IV area. Data are expressed as means ± SEM (*n* = 5). *P < 0.05, **P < 0.01

**Table 2:** Clinical biochemical indicators in Tibetan minipigs at 24 weeks of high-fat/cholesterol diet induction

Parameters	NC	Atherosclerosis
Body weight (kg)	27.60 ± 2.00	39.80 ± 0.84**
TC (mmol/L)	1.51 ± 0.08	13.06 ± 2.7**
TG (mmol/L)	0.31 ± 0.04	0.25 ± 0.03
HDL-C (mmol/L)	0.55 ± 0.03	2.89 ± 0.25**
LDL-C (mmol/L)	0.65 ± 0.03	8.35 ± 2.02**
AI	1.75 ± 0.11	3.38 ± 0.55**
WBC (10^9^/L)	11.46 ± 1.02	15.72 ± 1.53*
CRP (mg/L)	13.75 ± 1.54	24.66 ± 2.98*
TNF-α (ng/L)	146.70 ± 17.32	239.6 ± 26.84*

Data are expressed as means ± SEM (*n* = 5)

*P < 0.05, **P < 0.01 versus NC group

### Identification of differential genes and analysis of their functions and pathways

To observe the changes of vascular transcriptome in the Tibetan minipig atherosclerosis model, six cDNA libraries were constructed from high-throughput sequencing of three abdominal aortic samples from each group (*N* = 3). 

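The libraries came from vessels at the end of the abdominal aorta of male Tibetan minipigs, a small pig breed. The authors sequenced 3 of the 5 pigs in each group, which had been fed a regular diet (NC) or the HFC diet (atherosclerosis) for 24 weeks. They used RNA with an integrity number above 7.0 and prepared paired-end libraries from poly(A) mRNA with a mean insert of 300 bp. They mapped the reads to the pig genome (Sscrofa11.1) with HISAT 2.0 and assembled transcripts with StringTie 1.3.0. The deposited table lists 21357 genes and gives, for each library, an FPKM value and an estimated whole-number count. The total counts were 65340277, 75787978 and 64805289 in NC replicates 1 to 3, and 65728854, 44094263 and 61085496 in atherosclerosis replicates 1 to 3. At these depths, 3 counts, taken as the smallest signal, correspond to between 0.0396 and 0.0680 CPM, which covers counting error only. Across genes, which are not independent replicates, Pearson's r of log2 CPM between NC libraries was 0.965 to 0.969. Atherosclerosis replicates 1 and 2 had an r of 0.951, while replicate 3 had an r of 0.914 with replicate 1 and 0.883 with replicate 2. No libraries agreed within sampling noise, the lowest chi-square per degree of freedom over all pairs being 182. As the libraries come from different pigs, this does not bear on their quality.
The counts of the 6 libraries were compared with edgeR, using its TMM normalization and its quasi-likelihood test of both directions. Genes with a mean FPKM of at least 0.1 over the 6 libraries were tested, which left 14828 genes. The paper's thresholds were kept, so a DEG had a log2 fold change beyond 1 in size and an unadjusted p-value under 0.05. Benjamini-Hochberg adjusted p-values over all tested genes are given beside them. The paper's text names edgeR but not which of its tests. The filter on low FPKM, the normalization and the form of the test are the choices that could change these numbers. An exact permutation test of a single gene in 3 pigs against 3 cannot give a p-value below 0.1.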

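Among the 14828 genes tested, 2055 had an unadjusted p-value under 0.05, against 741 expected by chance. By the paper's thresholds, 1475 genes were up-regulated and 225 were down-regulated in the atherosclerosis/NC group, a total of 1700 DEGs of which 86.8% were up-regulated. Their log2 fold changes ranged from -9.24 to 11.91, and 277 of them had no gene name in the table. No gene passed the adjusted threshold of 0.05, and the lowest adjusted p-value was 0.0545 (edgeR's quasi-likelihood test). Of the 1700 DEGs, 1443 had FPKM values that did not overlap between the groups. Among all tested genes, 20.6% did not overlap, compared with 10% by chance for 3 libraries against 3. The count of up-regulated genes was lowest with limma on log2(FPKM + 1), which gave 714 up-regulated and 141 down-regulated genes. This setting changes both the tool and the pseudocount. Limma on log2(FPKM + 0.1), tried after the data had been examined, gave 1196 and 314, and on log2(FPKM + 0.01) 1239 and 305. In edgeR, leaving out atherosclerosis replicate 3 gave 946 and 186. The number passing the adjusted threshold moved more with the form of the test. DESeq2 was tried after the data had been examined, without its cutoff on outlier counts. It gave 994 up-regulated and 81 down-regulated genes by that threshold. Without atherosclerosis replicate 3, 290 up-regulated and 16 down-regulated genes passed it in edgeR's quasi-likelihood test.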

One thousand seven hundred sixteen DEGs were identified in the atherosclerosis/NC group, including 1468 up-regulated genes and 248 down-regulated genes (Fig. 2a-c).

**Fig. 2:**
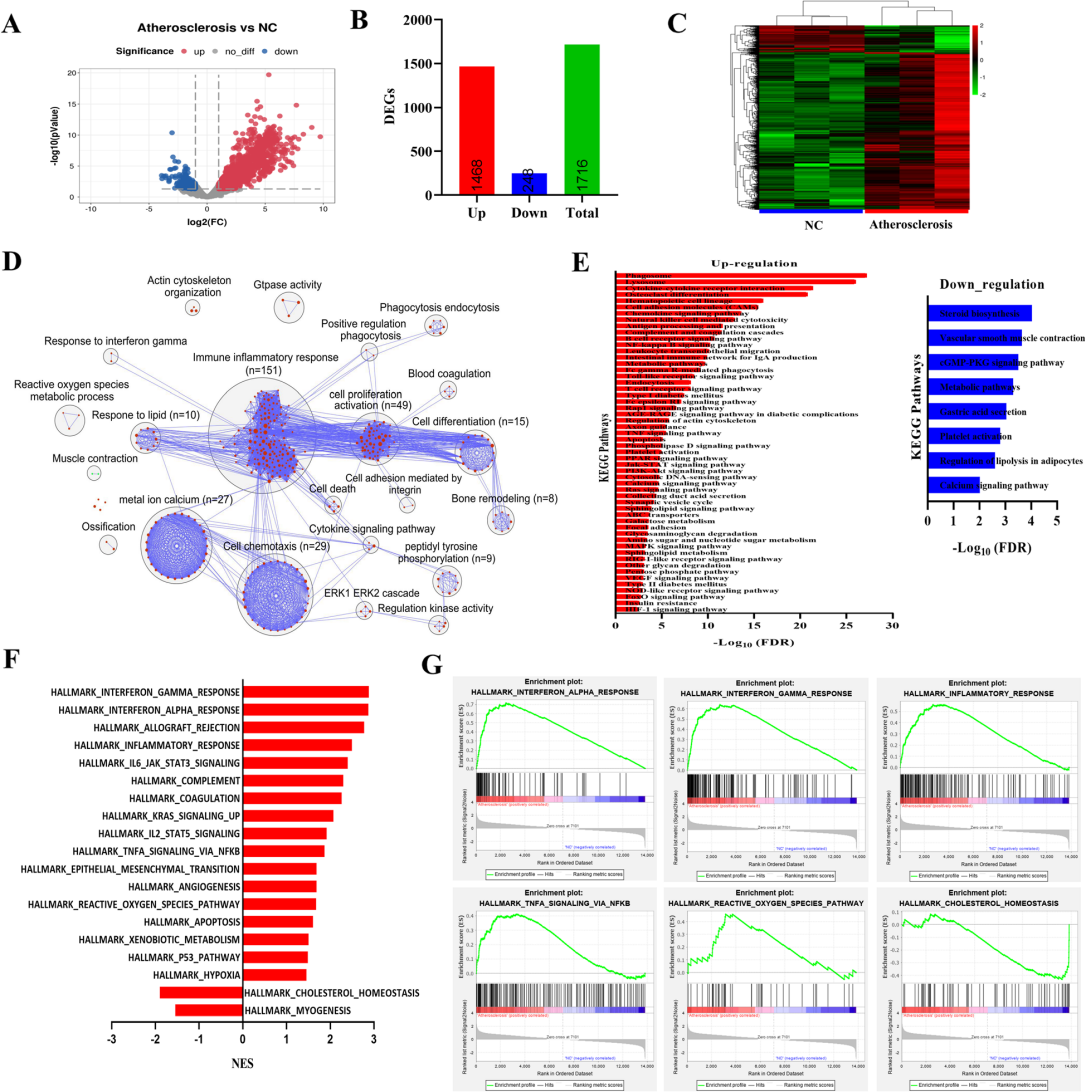
Identifying DEGs by transcriptome sequencings and functional analysis. **a** The volcano plots of DEGs in the atherosclerosis/NC gene set. The red dots represented up-regulated genes, and the blue ones represented down-regulated genes, and the gray ones showed no significance. **b** The numbers of DEGs up-regulated and down-regulated in the atherosclerosis/NC group. **c** Two-way hierarchical clustering heatmap of up-regulated and down-regulated DEGs in the atherosclerosis/NC group. **d** The enrichment maps of GO biological processes (FDR q value < 0.01, *p*-value< 0.005) display the enriched genes-sets between atherosclerosis and NC by g: profiler online tool, the red nodes indicates up-regulated DEGs, the green indicates down-regulated DEGs. **e** The KEGG pathway analysis (FDR q value < 0.01) of up-regulated and down-regulated DEGs in the atherosclerosis/NC group by KOBAS 3.0 online analysis database. **f** Hallmark gene sets enriched in the atherosclerosis/NC group by GSEA (FDR q value< 0.05). **g** GSEA enrichment plots for six hallmark gene sets enriched in the atherosclerosis/NC group

To understand the biological function of atherosclerosis in Tibetan minipigs induced by the HFC diet, the g: profiler online tool was used to identify overrepresented biological pathways, and the Enrichment Map plugin was used for enrichment visualization (Fig. 2d). These results showed that the up-regulated DEGs are markedly enriched in many biological processes including immune-inflammatory response, cell proliferation activation, cell chemotaxis, metal ion calcium, cell differentiation, response to lipid, bone remodeling, reactive oxygen species metabolic process, and cell death, whereas the down-regulated DEGs are enriched in muscle contraction. 

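The deposited table carries GO terms for 17409 genes, and the terms were matched by name to the processes in Fig. 2d. The background was the 13218 tested genes with a GO term, of which 1365 (10.3%) were up-regulated DEGs. Each term was tested for over-representation by Fisher's exact test, one-sided, with Benjamini-Hochberg adjustment over the 11 terms. The test treats genes as independent, so its p-values do not measure the spread between pigs. The paper named these processes from the same libraries, so passing is not independent evidence. Immune response had 78 up-regulated DEGs among 157 genes (49.7%, adjusted p = 6.63e-35), and inflammatory response had 61 among 129 (47.3%, adjusted p = 4.20e-26). Cell chemotaxis had 28 among 62 (adjusted p = 7.43e-12). For calcium, the term positive regulation of cytosolic calcium ion concentration had 18 among 51 (adjusted p = 4.38e-06). Cell differentiation had 23 among 139 (adjusted p = 0.0337) and reactive oxygen species metabolic process had 7 among 29 (adjusted p = 0.0462). The last of these passed in 13 of 24 alternative settings.
Another 4 terms did not pass in this test. Positive regulation of cell population proliferation had 38 up-regulated DEGs among 286 genes (adjusted p = 0.0983), and it passed in 16 of the 24 alternative settings. Response to lipid had 3 among 12 (adjusted p = 0.164), bone remodeling 2 among 11 (adjusted p = 0.387) and cell death 1 among 21 (adjusted p = 0.899). Down-regulated DEGs made up 206 of the background genes (1.56%). Muscle contraction had 2 of them among 27 genes (7.41%, adjusted p = 0.362), and passed in 2 of the 24 alternative settings. Terms in the table with few genes leave little room for a difference to show.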

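KEGG pathway names are given for 6682 genes in the deposited table. Of the 5381 tested genes among them, 655 (12.2%) were up-regulated and 71 (1.32%) were down-regulated DEGs, and 18 pathways that Fig. 2e gives for up-regulated genes were tested in the same way over 22 pathways. Fisher's exact test, one-sided, gave an adjusted p-value under 0.05 for 15 of the 18 pathways. As with the GO terms, the pathways were named by the paper from these libraries, so passing is not independent evidence. Cytokine-cytokine receptor interaction had 64 up-regulated DEGs among 181 genes (35.4%) and phagosome had 50 among 121 (41.3%), both with an adjusted p of 2.61e-15. Hematopoietic cell lineage had the highest share, with 34 among 66 genes (51.5%, adjusted p = 4.12e-14). Lysosome (43 among 107), cell adhesion molecules (42 among 106), antigen processing and presentation (23 among 45), complement and coagulation cascades (25 among 53), chemokine signaling (46 among 154) and natural killer cell mediated cytotoxicity (32 among 92) had adjusted p-values between 5.78e-13 and 2.84e-08. NF-kappa B signaling had 27 among 80 (adjusted p = 7.33e-07) and B cell receptor signaling had 21 among 63 (adjusted p = 1.71e-05). T cell receptor signaling (23 among 84), Toll-like receptor signaling (22 among 83) and Fc gamma R-mediated phagocytosis (20 among 78) had adjusted p-values between 0.000205 and 0.00123. PPAR signaling had 13 among 59 (22.0%, adjusted p = 0.0333), and passed in 21 of 24 alternative settings.
The remaining 3 pathways did not pass. JAK-STAT signaling had 19 up-regulated DEGs among 114 genes (16.7%, adjusted p = 0.129) and TNF signaling had 16 among 94 (17.0%, adjusted p = 0.132). They passed in 9 and 10 of 24 alternative settings, respectively. Insulin resistance had 7 among 97 genes. For the down-regulated DEGs, steroid biosynthesis had 5 among 17 genes (29.4%, adjusted p = 4.18e-05) and cGMP-PKG signaling had 7 among 133 (5.26%, adjusted p = 0.0189), and the latter passed in 18 of 24 alternative settings. Vascular smooth muscle contraction had 4 among 96 (adjusted p = 0.273) and calcium signaling had 4 among 145 (adjusted p = 0.574). They passed in 10 and 5 of the alternative settings. The table names no pathway called metabolic pathways, so this one was not tested.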

In KEGG analysis (shown in Fig. 2e), we saw that the up-regulated DEGs are enriched in cytokine-cytokine receptor interaction, phagosome, lysosome, hematopoietic cell lineage, cell adhesion molecules (CAMs), natural killer cell mediated cytotoxicity, antigen processing and presentation, chemokine signaling pathway, complement and coagulation cascades, B cell receptor signaling pathway, NF-kappa B signaling pathway, T cell receptor signaling pathway, Fc gamma R-mediated phagocytosis, Toll-like receptor signaling pathway, TNF signaling pathway, PPAR signaling pathway, JAK-STAT signaling pathway and insulin resistance, while the down-regulated DEGs are enriched in steroid biosynthesis, vascular smooth muscle contraction, metabolic pathway, calcium signaling pathway, cGMP-PKG signaling pathway. In addition, gene set enrichment analysis (GSEA) method was used to identify the gene set hallmarks. 

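To follow whole pathways without a threshold on single genes, 17 gene lists were written before the data were examined and tested with limma's cameraPR on the signed edgeR statistic, with an inter-gene correlation of 0.01. The lists stand for the pathways of Fig. 2 and are not the hallmark sets used in the GSEA. In the atherosclerosis/NC group, 14 of the 17 lists shifted with an adjusted p-value under 0.05, 12 upward and 2 downward. The interferon response list had a median log2 fold change of 1.49, with 28 of 28 genes higher (adjusted p = 1.47e-13). The complement and coagulation list had a median of 1.90, with 22 of 24 genes higher (adjusted p = 6.52e-19). The list of inflammatory response and TNF/NF-kappa B targets had a median of 1.08, with 22 of 23 genes higher (adjusted p = 2.15e-07). For reactive oxygen species the median was 0.92, with 16 of 19 genes higher (adjusted p = 0.000123). Without atherosclerosis replicate 3 the median of this list was 0.30, with 14 of 19 genes higher. The apoptosis list did not shift, with a median of 0.19 and 14 of 23 genes higher (adjusted p = 0.397). Nor did the list of PPAR signaling and lipid uptake, with a median of 0.19 and 16 of 26 genes higher (adjusted p = 0.109). The PPAR list shifted in 3 of 24 alternative settings. Cholesterol biosynthesis genes had a median of -0.68, with 17 of 20 genes lower (adjusted p = 1.66e-11). Smooth muscle contractile genes had a median of -0.61, with 31 of 32 genes lower (adjusted p = 6.48e-05).
Each library was also compared with the NC mean by the median of its log2 differences over a list. For cholesterol biosynthesis the atherosclerosis replicates 1 to 3 had medians of -0.65, -0.83 and -0.78. For the contractile genes these were -0.45, -0.31 and -2.39, so that replicate 3 lay far below the other two. With an inter-gene correlation of 0.05, 14 lists shifted as well, and the largest count over the alternatives was 15. Among the 10 splits of the 6 libraries into 3 and 3, 5 shifted 14 lists or more, so the number of lists by itself does not single out the diet groups. The p-value of the contractile list was as small in 5 of the 10 splits, and that of the cholesterol biosynthesis list in 1, the real one.

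**Figure D1:**
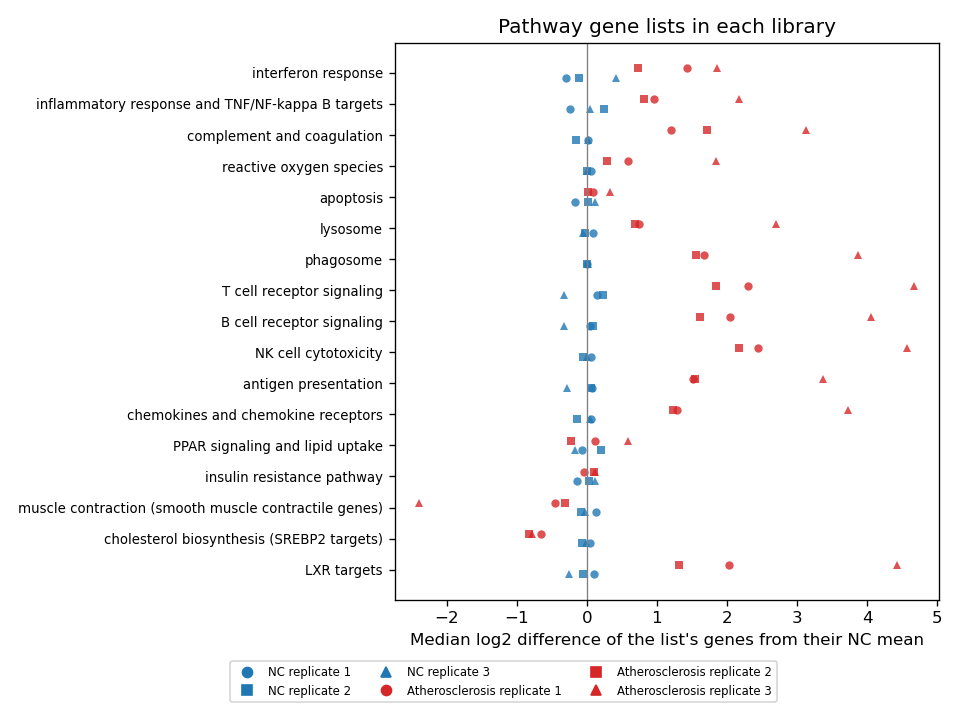
Median log2 difference from the NC mean (horizontal axis) over the genes of each of 17 pathway lists (vertical axis), with 1 point for each of the 3 NC libraries (blue) and the 3 atherosclerosis libraries (red). The contractile list lies at -2.39 in atherosclerosis replicate 3 and at -0.45 and -0.31 in replicates 1 and 2.

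From the enriched immune pathways, together with the raised LDL cholesterol and leukocyte counts of the pigs, the paper states in its discussion the belief that the HFC diet induces hypercholesterolemia and activates innate and adaptive immunity, which drives the development of atherosclerosis.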

The results showed that there were 17 pathways activated in the atherosclerosis/NC gene set, including interferon alpha response, interferon gamma response, inflammatory response, complement, coagulation, TNFα signaling via NFKB, reactive oxygen species pathway and apoptosis, while cholesterol homeostasis and myogenesis were significantly inhibited (Fig. 2f and g).

### Hub genes and key network identification in the PPI network

To investigate the interaction of these 1716 DEGs in the atherosclerosis/NC gene set, an initial PPI network was created using STRING 11.0. The threshold of interaction score was set to > 0.4 (medium confidence), and the unconnected nodes were removed from the network. The initial PPI network consisted of 7137 edges and 1236 nodes (Fig. 3).

**Fig. 3:**
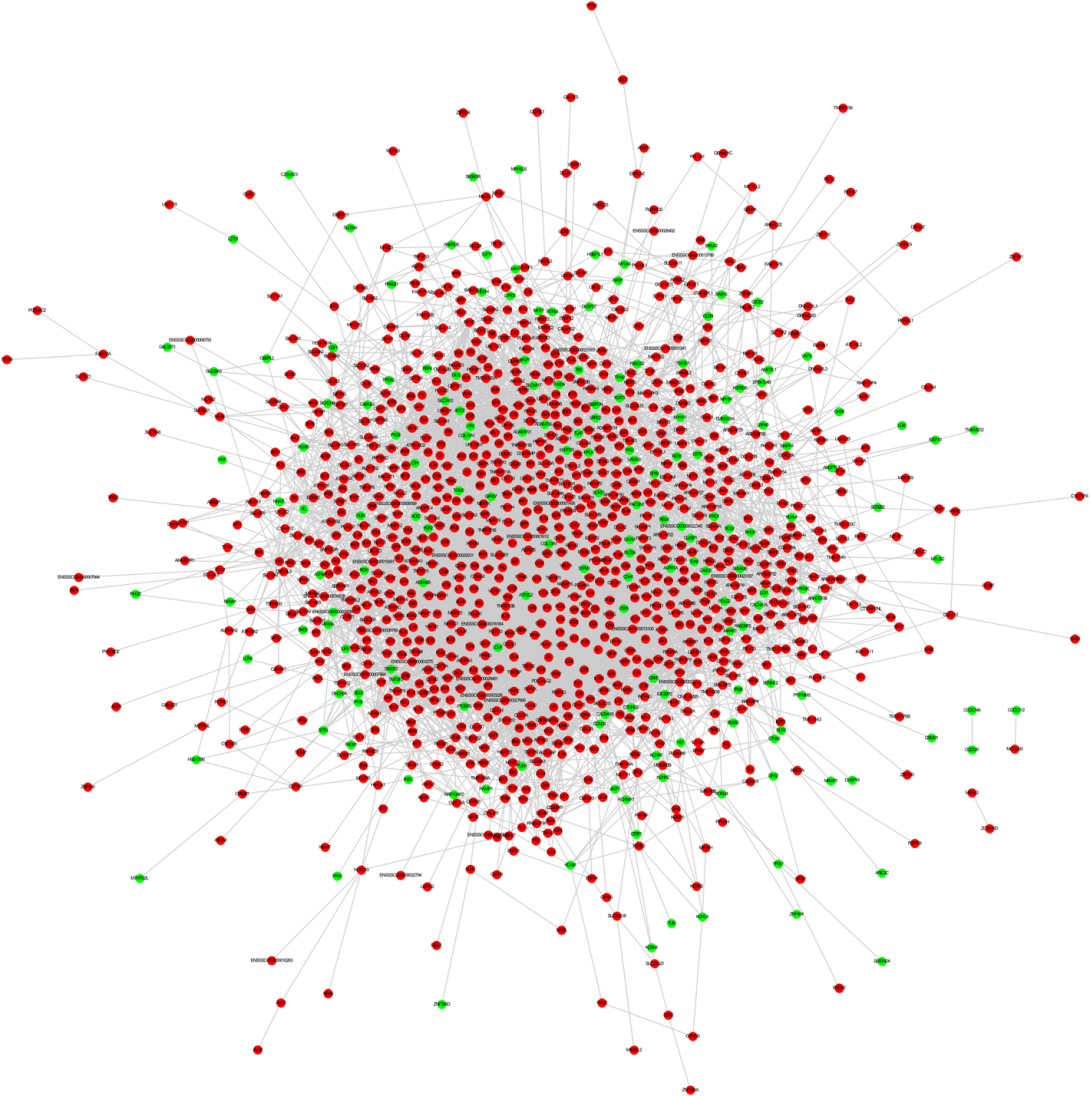
The initial PPI network of DEGs in the Tibetan minipigs atherosclerotic model induced by a high fat/cholesterol diet was constructed by the STRING database. Red nodes represent the up-regulated genes, while green nodes represent the down-regulated genes

To obtain the major PPI network from the initial network, we performed the following analysis. First, each node’s topological connectivity was determined based on the degree, betweenness, and eigenvector measurement, as shown in Fig. 4a. Three hundred eighty-eight nodes were identified from the PPI network with a degree value above the average (^−^x = 11.549), and were therefore considered as hub nodes. Second, the betweenness of nodes exceeding the average value (^−^x = 3400.411) were considered as bottlenecks, which are the key connector proteins in the PPI network. In total, 360 bottlenecks nodes were identified. Finally, through further analysis of eigenvector parameters, a smaller and more important network was found from the PPI network. There were 297 nodes with an eigenvector value higher than the average (x = 0.013). According to the analysis of centrality parameters, a total of 195 nodes showed high centrality values, which is equivalent to 39.2% of the initial PPI network.

**Fig. 4:**
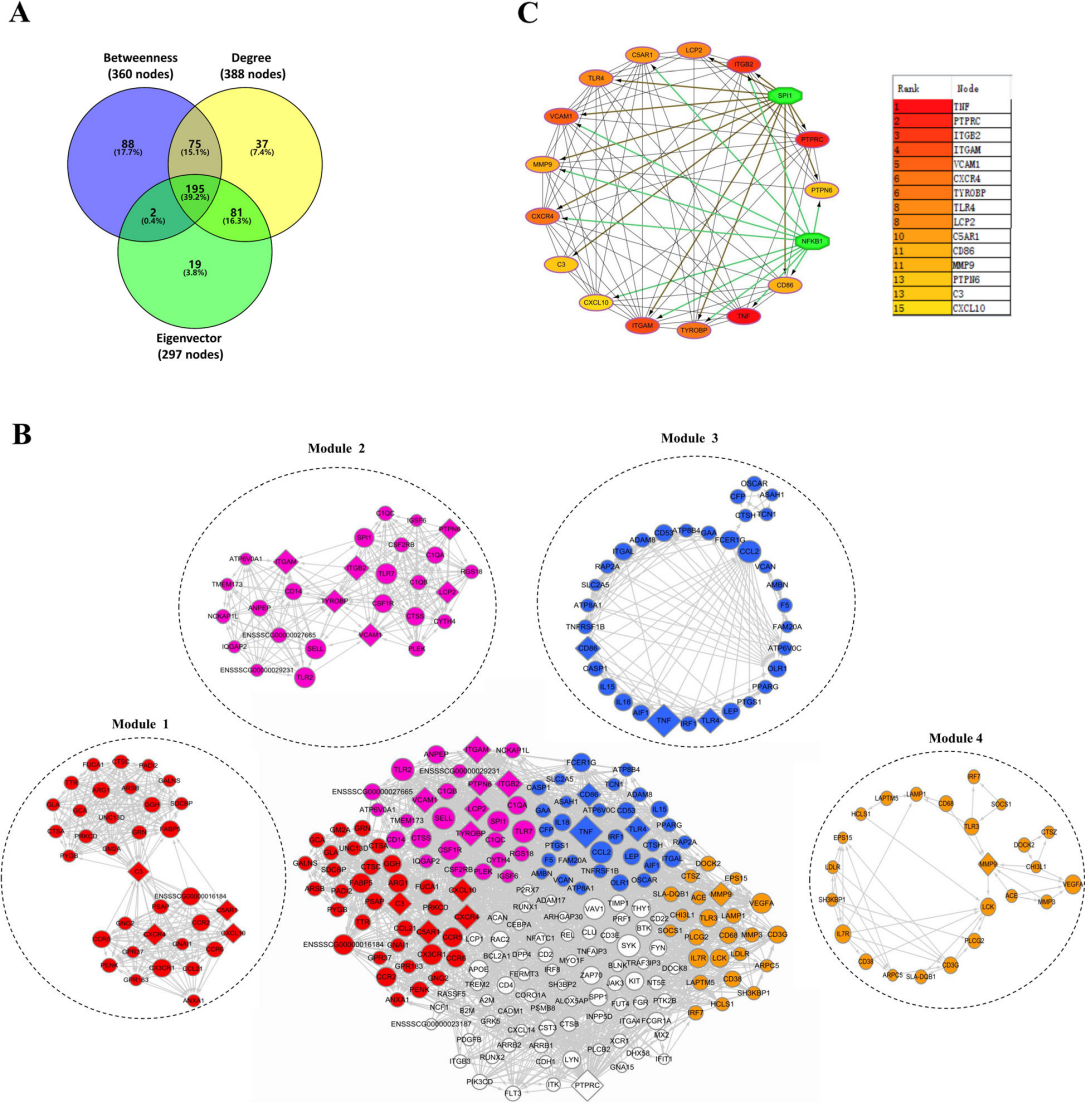
Major PPI networks of DEGs and module analysis. **a** Centrality analysis of the initial PPI network. Venn diagram showing nodes with highest values (above of the average) for each centrality parameter considered (Degree, Betweenness, and eigenvector). **b** Major PPI networks of DEGs and MCODE analysis. Module 1: score = 18.235, module 2: score = 15.259, module 3: score = 8.188; module 4: score = 4.087. Diamond represents a hub gene. Circles sizes represent a degree. Gray arrows indicate a connection between genes. **c** The major PPI network of top 15 hub genes and transcription factor determination shows SPI1 or NFĸB-1 to be important regulators of the top 15 hub genes. Node color reflects the degree of connectivity. Red color represents the highest degree, green color represents a transcription factor

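The 195 node names of the major network were read from Fig. 4b, and all 195 had a gene in the deposited table that was tested. By the paper's thresholds 6 of them were down-regulated, 16 were not DEGs and all others were up-regulated in the edgeR comparison of atherosclerosis with NC. The median log2 fold change was 2.94, with 189 of the 195 genes higher in atherosclerosis. FPKM values of 167 genes did not overlap between the groups. No node passed the adjusted threshold over all tested genes, and 174 passed it over the list alone. As the nodes are the paper's own calls on the same libraries, the second count shows no stability. The down-regulated nodes included GPR37 (log2 fold change -2.58), GNAI1 (-1.67), PYGB (-1.29), CDH1 (-1.16) and GRK5 (-1.06), with adjusted p-values from 0.132 to 0.343 (edgeR's quasi-likelihood test). The number of up-regulated nodes moved most under limma on log2(FPKM + 1), to 130.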

The resulting major PPI network consists of 195 nodes and 2147 edges. 

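All 15 genes of Table 3 were up-regulated by the paper's thresholds, with log2 fold changes from 2.15 to 9.00. Their adjusted p-values were 0.129 to 0.285 over all tested genes and 0.00222 to 0.0244 over the 15 genes alone (edgeR's quasi-likelihood test), the latter for genes already chosen from these libraries. Without atherosclerosis replicate 3, 12 of the 15 passed the adjusted threshold over all tested genes. The log2 fold changes of the 15 genes then ranged from 1.85 to 5.51. Of the 15 genes, 14 had FPKM values that did not overlap between the groups. Coordinates are those of Sscrofa11.1 as given in the deposited table. The gene it names ITGAM is described there as integrin subunit alpha D.
TNF, which encodes a proinflammatory cytokine, is on chromosome 7 from 23699561 to 23703534. Its expression was low, at 0.0470 ± 0.0109 FPKM (SD, n = 3) in NC and 0.279 ± 0.117 FPKM (SD, n = 3) in atherosclerosis, and rested on 8 to 13 and 21 to 70 counts per library. The log2 fold change was 2.49 (standard error 0.68, adjusted p = 0.182 from edgeR's quasi-likelihood test). It was removed by a filter at a mean FPKM of 1. MMP9 on chromosome 17 (48175056 to 48188264) had the largest log2 fold change of the hub genes, 9.00 (standard error 1.79, adjusted p = 0.132). It had 0.301 ± 0.110 FPKM (SD, n = 3) in NC, and 13.0, 14.7 and 437 FPKM in atherosclerosis replicates 1 to 3. VCAM1 on chromosome 4 (117496917 to 117511211) had the smallest, 2.15 (standard error 0.37, adjusted p = 0.132), with 26.6 ± 1.86 FPKM in NC and 121 ± 52.4 FPKM in atherosclerosis (SD, n = 3). CD86 on chromosome 13 (138427532 to 138504274) had the lowest adjusted p-value, 0.129, with a log2 fold change of 3.42 (standard error 0.48). CXCL10 on chromosome 8 (71690758 to 71696162) was the gene whose groups overlapped. Its FPKM was 0.647, 1.51 and 5.13 in NC and 28.9, 3.69 and 15.2 in atherosclerosis, with a log2 fold change of 2.67 (standard error 0.94, adjusted p = 0.285).

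**Figure D2:**
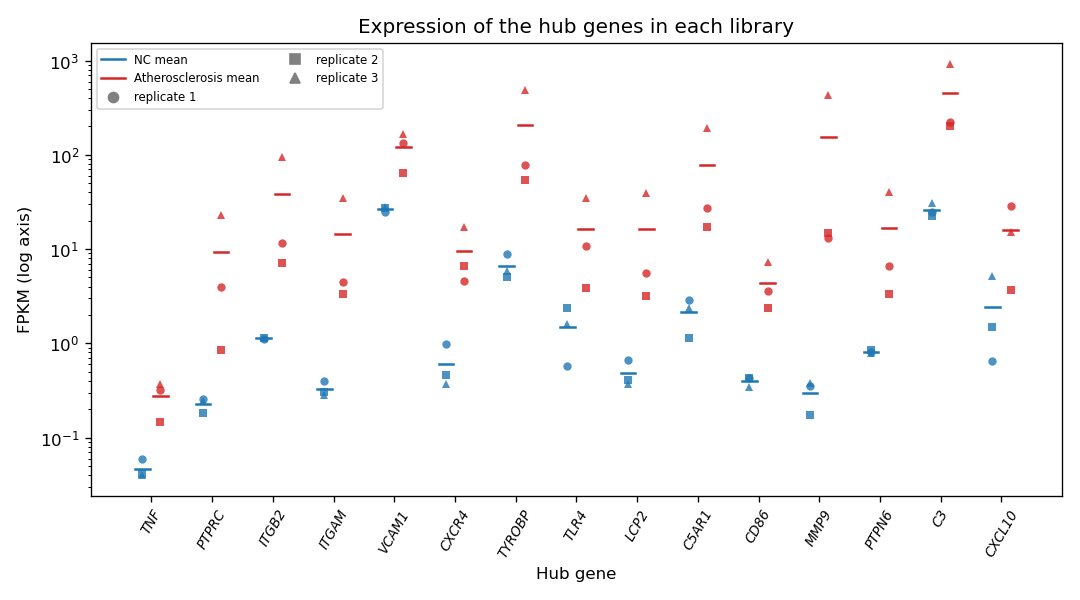
FPKM on a log axis (vertical) for the 15 hub genes (horizontal) in each of the 3 NC libraries (blue) and the 3 atherosclerosis libraries (red), with the group means as bars. The groups overlap for CXCL10, and atherosclerosis replicate 3 reaches 437 FPKM for MMP9, against 13.0 and 14.7 in replicates 1 and 2.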

To analyze the major PPI network, we identified the top 15 hub genes with higher degree connectivity using the CytoHubba plugin (Fig. 4c), and sequentially ordered them as follows: *TNF* (Degree = 75), *PTPRC* (Degree = 71), *ITGB2* (Degree = 58), *ITGAM* (Degree = 57), *VCAM1* (Degree = 53, *CXCR4* (Degree = 52), *TYROBP* (Degree = 52), *TLR4* (Degree = 50), *LCP2* (Degree = 50), *C5AR1* (Degree = 48), *CD86* (Degree = 47), *MMP9* (Degree = 47), *PTPN6* (Degree = 46), *C3* (Degree = 46), CXCL10 (Degree = 45). The names and functions of these hub genes are shown in Table 3. The iRegulon plugin application in Cytoscape software was used to analyze the promoter binding motifs and to identify the transcription factors associated with each gene. 

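SPI1, an ETS family transcription factor, is on chromosome 2 of Sscrofa11.1 (15227829 to 15245667). It had 2.18 ± 0.451 FPKM in NC and 66.5 ± 84.1 FPKM in atherosclerosis (SD, n = 3), with 19.3, 16.6 and 164 FPKM in atherosclerosis replicates 1 to 3. The log2 fold change of SPI1 was 4.91 (standard error 1.01, adjusted p = 0.132 from edgeR's quasi-likelihood test). NFKB1 is on chromosome 8 (118390630 to 118507052). It had 10.9 ± 0.802 FPKM in NC and 16.2 ± 4.40 FPKM in atherosclerosis (SD, n = 3). Its log2 fold change was 0.55 (standard error 0.25, adjusted p = 0.391 from the same edgeR test), which is below the threshold of the paper. The FPKM of NFKB1 was higher in every atherosclerosis library than in every NC library (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Binding motifs were not analysed here.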

The results show that SPI1 or NFĸB-1 are important regulators of the top 15 hub genes. These 15 hub genes mainly participate in the biological process of myeloid leukocyte activation (Fig. 5e), and are involved in KEGG pathways like natural killer cell mediated cytotoxicity, leukocyte transendothelial migration, cell adhesion molecules (CAMs), complement and coagulation cascades, Toll-like receptor signaling pathway, T cell receptor signaling pathway, TNF signaling pathway, phagosome, NF-kappa B signaling pathway, and osteoclast differentiation (Fig. 5e). Moreover, four significant modules were found via the MCODE plugin (Fig. 4b), with CXCR4, C5AR1, C3 and CXCL10 in module 1, ITGB2, ITGAM, VCAM1, TYROBP, LCP2 and PTPN6 in module 2, TNF, TLR4 and CD86 in module 3, and MMP9 in module 4. 

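The KEGG names in the deposited table cover all 15 hub genes. Each of the 10 pathways was over-represented among them against the 5381 tested genes with a KEGG name. The test was Fisher's exact test, one-sided, adjusted over the 25 terms tested for the hub genes. The paper named these pathways for the same genes, so the result is not independent evidence for them. Leukocyte transendothelial migration held CXCR4, ITGAM, ITGB2, MMP9 and VCAM1, and natural killer cell mediated cytotoxicity held ITGB2, LCP2, PTPN6, TNF and TYROBP, both with an adjusted p of 4.30e-05. Cell adhesion molecules held CD86, ITGAM, ITGB2, PTPRC and VCAM1 (adjusted p = 5.77e-05). C3, C5AR1, ITGAM and ITGB2 belonged to complement and coagulation cascades (adjusted p = 6.61e-05). The largest adjusted p of the 10 pathways was 0.00596, for osteoclast differentiation with LCP2, TNF and TYROBP. The table attaches the GO term myeloid leukocyte activation to 1 tested gene, TYROBP, so this process could hardly be assessed with its annotation.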

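Of the genes drawn in Fig. 4b, 28 of the 35 in module 1 were up-regulated and 3 were down-regulated by the paper's thresholds. All 28 genes of module 2 were up-regulated, as were 31 of the 33 genes of module 3 and 20 of the 24 genes of module 4, where 1 was down-regulated. The median log2 fold changes of modules 1 to 4 were 1.95, 4.32, 3.17 and 2.45. FPKM values did not overlap between the groups for 29, 26, 29 and 17 of their genes, respectively. In module 1, C3 (chromosome 2, 72431163 to 72471564) rose from 26.0 ± 4.50 to 452 ± 415 FPKM (SD, n = 3), a log2 fold change of 4.10 (standard error 0.70, adjusted p = 0.132 from edgeR's quasi-likelihood test). CXCR4 (chromosome 15, 15663492 to 15670979) rose from 0.608 ± 0.334 to 9.48 ± 6.78 FPKM (SD, n = 3), a log2 fold change of 3.96 (standard error 0.65). In module 2, ITGAM (chromosome 3, 17134864 to 17265533) rose from 0.329 ± 0.0573 to 14.3 ± 18.0 FPKM (SD, n = 3), a log2 fold change of 5.43 (standard error 1.03). The name and the description of this gene in the table differ (integrin subunit alpha D), so which integrin gene it measures is not settled. In module 3, TLR4 (chromosome 1, 258044435 to 258055522) rose from 1.51 ± 0.889 to 16.4 ± 16.1 FPKM (SD, n = 3), a log2 fold change of 3.40 (standard error 0.89). The SD in atherosclerosis was close to the mean or above it for C3, ITGAM and TLR4, because replicate 3 had the highest value of each.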

Enrichment GO biological processes and pathways of the four modules are displayed in Fig. 5. 

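Terms of the deposited table were tested in each module by Fisher's exact test, one-sided, against the tested genes with annotation, and adjusted over the 25 terms within a module. Among the 20 KEGG pathways displayed in Fig. 5 for the modules, 15 passed an adjusted p of 0.05 in at least 1 module. The paper displays them for the same module genes, so passing is not independent evidence. Chemokine signaling had 10 genes in module 1 (adjusted p = 1.91e-08), lysosome 7 genes in module 1 (adjusted p = 5.38e-06), complement and coagulation cascades 5 genes in module 2 (adjusted p = 5.62e-05) and phagosome 6 genes in module 2 (adjusted p = 0.000105). TNF signaling had 5 genes in module 3 (adjusted p = 0.00119). Insulin resistance had at most 2 genes in a module (lowest adjusted p = 0.297), and endocytosis (0.0643), VEGF (0.0788), NF-kappa B (0.111) and HIF-1 signaling (0.116) also stayed above 0.05. Against all annotated genes, endocytosis passed in module 4 (adjusted p = 0.0351). For the GO processes, cell chemotaxis had 9 genes in module 1 (adjusted p = 9.63e-13). Cytokine production (22 tested genes in the table) and lymphocyte activation (2 tested genes) had none in any module.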

In these four modules, the most significantly enriched GO biological processes include cell chemotaxis, myeloid leukocyte activation, cytokine production and lymphocyte activation, while the main enriched KEGG pathways include chemokine signaling pathways, insulin resistance, leukocyte transendothelial migration, phagosome, complement and coagulation cascades, osteoclast differentiation, hematopoietic cell lineage, natural killer cell mediated cytotoxicity, cell adhesion molecules (CAMs), cytokine-cytokine receptor interaction, NOD-like receptor signaling pathway, TNF signaling pathway, adipocytokine signaling pathway, Toll-like receptor signaling pathway, lysosome, endocytosis, VEGF signaling pathway, Fc gamma R-mediated phagocytosis, NF-kappa B signaling pathway, and HIF-1 signaling pathway.

**Table 3:** Function summary of the 15 hub genes

No.	Symbol	Description	Function
1	*TNF*	Tumor necrosis factor	This gene encodes a multifunctional proinflammatory cytokine that belongs to the tumor necrosis factor (TNF) superfamily. This cytokine is mainly secreted by macrophages, and is involved in the regulation of a wide spectrum of biological processes including cell proliferation, differentiation, apoptosis, lipid metabolism, and coagulation.
2	*PTPRC*	Protein tyrosine phosphatase receptor type C	The protein encoded by this gene is a member of the protein tyrosine phosphatase (PTP) family. PTPs are known to be signaling molecules that regulate a variety of cellular processes including cell growth, differentiation, mitosis, and oncogenic transformation.
3	*ITGB2*	Integrin subunit beta 2	This gene encodes an integrin beta chain, which combines with different alpha chains to form different integrin heterodimers. The encoded protein plays an important role in immune response, and defects in this gene cause leukocyte adhesion deficiency.
4	*ITGAM*	Integrin subunit alpha M	This gene encodes the integrin alpha M chain. The alpha M beta 2 integrin is important in the adherence of neutrophils and monocytes to stimulated endothelium, and is also important in the phagocytosis of complement coated particles.
5	*VCAM1*	Vascular cell adhesion molecule 1	This gene is a member of the Ig superfamily and encodes a cell surface sialoglycoprotein expressed by cytokine-activated endothelium. This type I membrane protein mediates leukocyte-endothelial cell adhesion and signal transduction, and may play a role in the development of artherosclerosis and rheumatoid arthritis.
6	*CXCR4*	C-X-C motif chemokine receptor 4	This gene encodes a CXC chemokine receptor specific for stromal cell-derived factor-1. The protein has 7 transmembrane regions and is located on the cell surface. It acts with the CD4 protein to support HIV entry into cells and is also highly expressed in breast cancer cells.
7	*TYROBP*	Transmembrane immune signaling adaptor TYROBP	This gene encodes a transmembrane signaling polypeptide which contains an immunoreceptor tyrosine-based activation motif (ITAM) in its cytoplasmic domain. This protein may bind with zeta-chain (TCR) associated protein kinase 70 kDa (ZAP-70) and spleen tyrosine kinase (SYK), and plays a role in signal transduction, bone modeling, brain myelination, and inflammation.
8	*TLR4*	Toll Like receptor 4	The protein encoded by this gene is a member of the Toll-like receptor (TLR) family which plays a fundamental role in pathogen recognition and activation of innate immunity.
9	*LCP2*	Lymphocyte cytosolic protein 2	This gene encodes an adapter protein that acts as a substrate of the T cell antigen receptor (TCR)-activated protein tyrosine kinase pathway. A similar protein plays a role in normal T-cell development and activation. Lacking this gene causes subcutaneous and intraperitoneal fetal hemorrhaging, dysfunctional platelets and impaired viability.
10	*C5AR1*	Complement C5a receptor 1	C5AR1 (Complement C5a Receptor 1) is a protein coding gene. Diseases associated with C5AR1 include hypersensitivity reaction type III disease and mast-cell sarcoma. Its related pathways include signaling by GPCR and innate immune system.
11	*CD86*	CD86 molecule	This gene encodes a type I membrane protein that is a member of the immunoglobulin superfamily. The binding of this protein with CD28 antigen is a costimulatory signal for activating T-cells. Binding of this protein with cytotoxic T-lymphocyte-associated protein 4 negatively regulates T-cell activation and reduces immune response.
12	*MMP9*	Matrix metallopeptidase 9	Proteins of the matrix metalloproteinase (MMP) family are involved in the breakdown of extracellular matrix in normal physiological processes, such as embryonic development, reproduction and tissue remodeling, as well as in disease processes, such as arthritis and metastasis.
13	*PTPN6*	Protein tyrosine phosphatase non-receptor type 6	The protein encoded by this gene is a member of the protein tyrosine phosphatase (PTP) family. PTPs are known to be signaling molecules that regulate a variety of cellular processes including cell growth, differentiation, mitotic cycle, and oncogenic transformation. This PTP is expressed primarily in hematopoietic cells, and functions as an important regulator of multiple signaling pathways in hematopoietic cells.
14	*C3*	Complement C3	Complement C3 plays a central role in the activation of complement system. The C3a peptide, also known as the C3a anaphylatoxin, modulates inflammation and possesses antimicrobial activities.
15	*CXCL10*	C-X-C motif chemokine ligand 10	This antimicrobial gene encodes a chemokine of the CXC subfamily and a ligand for the receptor CXCR3. Binding of this protein to CXCR3 results in pleiotropic effects, including stimulation of monocytes, natural killer and T-cell migration, and modulation of adhesion molecule expression.

**Fig. 5:**
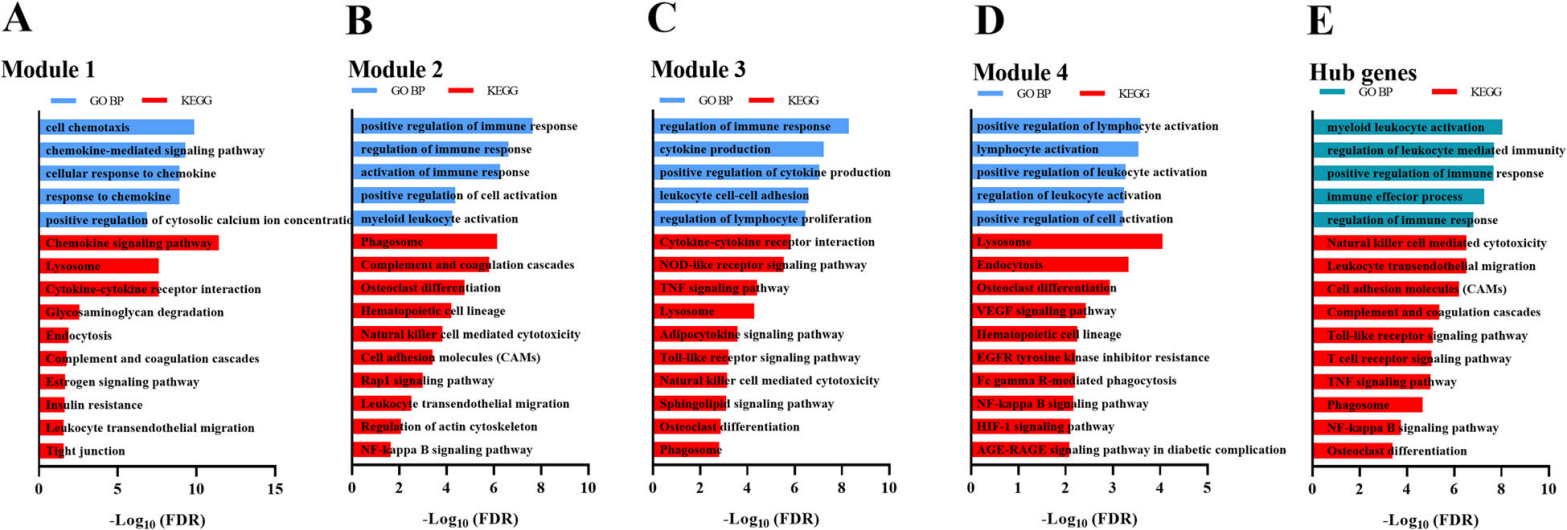
The enriched GO and KEGG pathways of 4 modules and hub genes from major PPI network (**a**-**e**), blue color respected top 5 GO BP, red color respected top 10 KEGG pathways. FDR q value < 0.05

### Hub genes validation

To verify the results of RNA-seq data, we selected 9 genes (8 up-regulated and 1 down-regulated) for real-time PCR analysis. 

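ITGB2 (chromosome 13 of Sscrofa11.1, 207510960 to 207544146) had 1.14 ± 0.0141 FPKM in NC and 38.2 ± 49.9 FPKM in atherosclerosis (SD, n = 3), a log2 fold change of 5.05 (standard error 1.07, adjusted p = 0.132 from edgeR's quasi-likelihood test). TYROBP (chromosome 6, 45309201 to 45312539) had 6.58 ± 1.97 FPKM (SD, n = 3) in NC and 77.7, 53.8 and 493 FPKM in atherosclerosis replicates 1 to 3, a log2 fold change of 4.97 (standard error 0.95). For LCP2 (chromosome 16, 53696864 to 53739704) these were 0.482 ± 0.162 and 16.2 ± 20.5 FPKM (SD, n = 3), a log2 fold change of 5.04 (standard error 1.06). PTPN6 (chromosome 5, 63760467 to 63779739) had 0.817 ± 0.0267 and 16.8 ± 20.6 FPKM (SD, n = 3), a log2 fold change of 4.34 (standard error 0.96). The largest of these changes was that of CTSS (chromosome 4, 98389479 to 98470107), with 3.29 ± 0.740 and 158 ± 210 FPKM (SD, n = 3) and a log2 fold change of 5.57 (standard error 1.20). Without atherosclerosis replicate 3, the log2 fold changes of ITGB2, TYROBP, LCP2, PTPN6 and CTSS fell to 3.00, 3.29, 3.13, 2.56 and 3.47. SQLE, which encodes an enzyme of cholesterol synthesis, is on chromosome 4 (14667848 to 14700221). It had 3.64 ± 0.506 FPKM in NC and 0.475 ± 0.324 FPKM in atherosclerosis (SD, n = 3), a log2 fold change of -2.96 (standard error 0.50, adjusted p = 0.132 from edgeR's quasi-likelihood test). Every one of these 6 genes had FPKM values that did not overlap between the groups (exact permutation test, p = 0.1, the smallest that 3 against 3 allow).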

We found that the mRNA levels of *TNF*, *ITGB2*, *VCAM1*, *TYROBP, LCP2*, *SPI1*, *CTSS* and *PTPN6* in the atherosclerosis group were significantly increased (*P* < 0.05, *P* < 0.01) compared to the NC group, while the mRNA level of *SQLE* was significantly decreased (*P* < 0.01, Fig. 6a). The RT-PCR results are completely consistent with our RNA-seq results. 

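In the RNA-seq libraries, 8 of the 9 genes of Fig. 6a were up-regulated and 1 was down-regulated by the paper's thresholds. With each library left out in turn, the counts of up- and down-regulated genes stayed at 8 and 1. GAPDH, the reference gene of the RT-PCR, had 207 ± 16.6 FPKM in NC and 292 ± 65.6 FPKM in atherosclerosis (SD, n = 3). Its log2 fold change was 0.48 (standard error 0.29, adjusted p = 0.524 from edgeR's quasi-likelihood test), smaller in size than that of any of the 9 genes. The RT-PCR measurements themselves were not analysed here.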

Immunohistochemical analysis showed positive staining and significantly increased expression of NF-ĸB, VCAM1 and MMP9 proteins in the atherosclerosis group compared to the NC group (*P* < 0.05, *P* < 0.01, Fig. 6b and c). Immunofluorescence staining also showed that the expression of vascular SMCs and CD68 were significantly increased in the atherosclerosis group (*P* < 0.05, *P* < 0.01; Fig. 6d). Furthermore, to confirm whether these 15 hub genes have a similar expression pattern in human atherosclerotic diseases, we used the human carotid plaques (GSE43292) dataset for validation. As shown in Fig. 6e, the mRNA expression levels of the top 15 hub genes are increased in the human atheroma plaque compared to those in the adjacent carotid tissues.

**Fig. 6:**
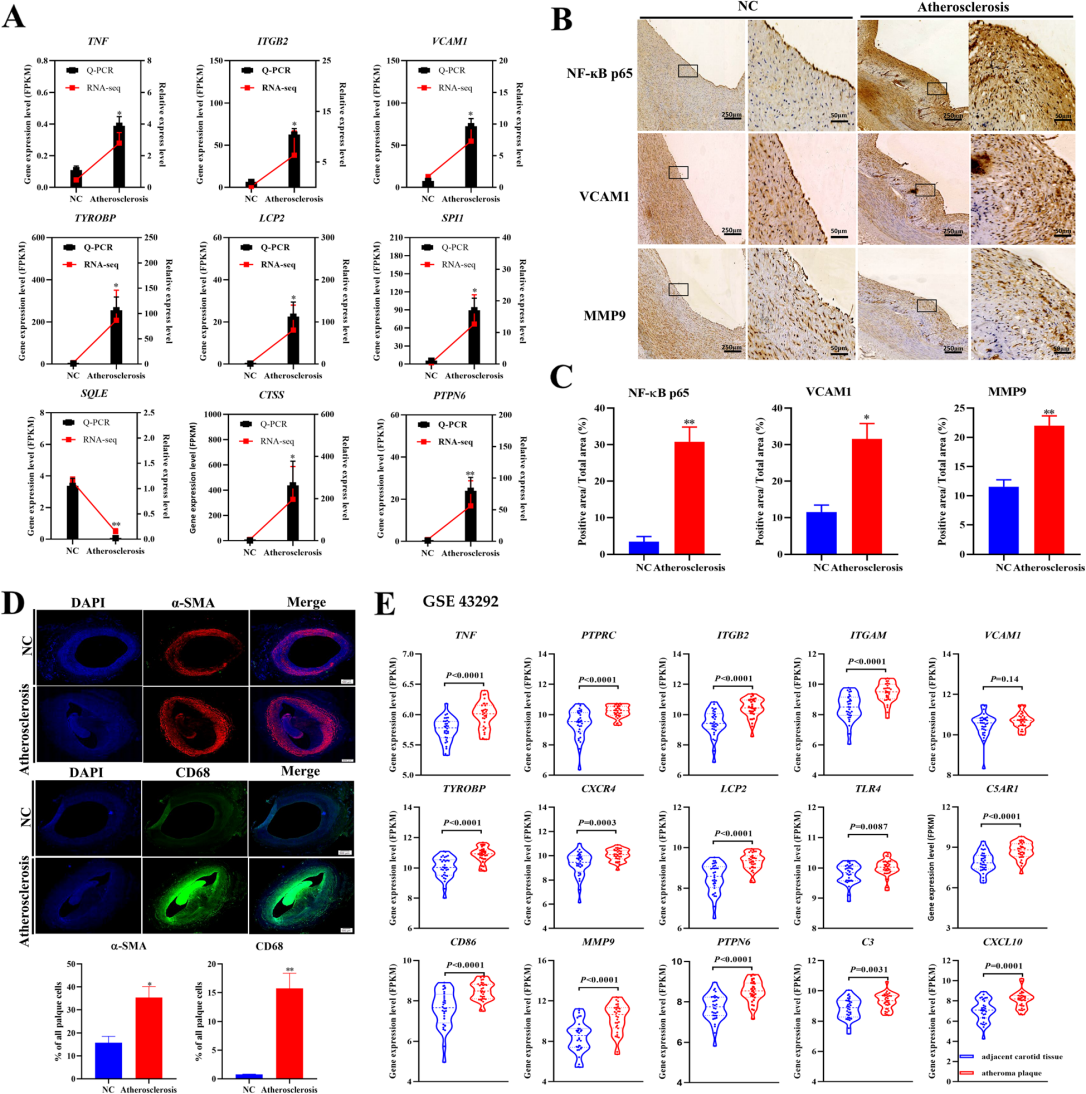
Validation of hub genes. Validation of TNF, *ITGB2*, *VCAM1, TYROBP*, *LCP2*, *SPI1, SQLE, CTSS* and *PTPN6* gene expression levels using RT-PCR. **b** Immunohistochemical staining for NF-ĸB p65, VCAM1, and MMP9 in the abdominal aorta, left, scale bar = 250 μm; and right, scale bar = 50 μm. **c** NF-ĸB p65, VCAM1, and MMP9 protein levels were quantified in atherosclerosis and NC samples. Data are presented as mean ± SEM. **, *P* < 0.01 versus the NC group. **d** α-SMA and CD68 immunofluorescence staining and quantitative analysis results in the abdominal aorta. Scale bar = 500 μm. **e** mRNA expression levels of the top 15 hub genes in human adjacent carotid tissues and atheroma plaque (GSE 43292) data set

## Discussion

Poor diet quality is a key factor leading to hypercholesterolemia and atherosclerosis. Current guidelines for reducing the risk of cardiovascular diseases also focused on dietary habits. Therefore, animal models that mimic the pathogenesis of human atherosclerosis have become increasingly important in preclinical studies for assessing dietary and drug interventions, as well as for elucidating their underlying mechanism. Our results showed that Tibetan minipigs developed dyslipidemia and immune inflammation accompanied by early-stage atherosclerosis after the consumption of a HFC diet relative to a regular diet. The main pathological changes are characterized by lipid deposition, hyperplasia of foam cells, smooth muscle cells and fiber-matrix, as well as calcification, which is similar to the pathogenesis of human atherosclerosis lesions. This provides a reliable model for studying the relationship between diet and atherosclerosis. Therefore, the pathogenesis of the Tibetan minipig atherosclerosis model deserves further study.

Atherosclerosis is a slowly progressive disease accompanied by inflammation, and inflammatory and immune responses are important links in its formation. High-throughput sequencing can provide a new way for studying the pathogenesis of atherosclerosis. In this study, 1716 DEGs were identified that include 1468 up-regulated DEGs and 248 down-regulated DEGs. GO biological process enrichment, KEGG pathway, PPI network, and module analysis were helpful to find key genes and pathways in Tibetan minipigs with atherosclerosis. GO biological process enrichment analysis showed that up-regulated DEGs are mainly related to immune-inflammatory responses, cell proliferation, differentiation and chemotaxis, response to lipids, reactive oxygen species metabolic process and cell death, which confirmed that cell proliferation and differentiation, cell adhesion, immune inflammation, and lipid metabolism are well associated with atherosclerosis [25]. Meanwhile, our analysis showed that the down-regulated DEGs are involved in muscle contraction, which is in agreement with the results in human carotid atherosclerotic plaque from Liu et al. [26]. These results supported that lipid metabolism, oxidative stress and immune-inflammatory responses drive the development of atherosclerosis, which is consistent with the enrichment analysis results of hallmark gene sets in GSEA.

After the HFC diet, the LDL-C level of Tibetan minipigs was significantly increased with increased leukocyte recruitment. It can be seen that the increase of lipids (especially LDL) and leukocytes are key causes of the chronic inflammation of atherosclerosis. There was increasing evidence that LDL stimulates innate and adaptive immunity in atherosclerosis [27, 28]. Similar results were also confirmed in KEGG pathways enrichment analysis, where phagosomes, lysosomes, cytokine-cytokine receptor interactions, chemokine signaling pathway, complement and coagulation cascades, and antigen processing and presentation were shown to participate in the activation of the adaptive immune response by innate immune cells [29]. At the same time, T and B cell receptor signaling pathways associated with the adaptive immune responses were also enriched and involved in atherosclerosis and arterial thrombosis in humans [28]. Natural killer cell-mediated cytotoxicity was also known to play a role in both innate and adaptive immune-mediated responses [29]. In addition, the Toll-like receptor signaling pathway, NF-kappa B signaling pathway and JAK-STAT signaling pathway have been confirmed as atherosclerosis-related inflammation signaling pathways [30]. Therefore, we believe that a HFC diet induces hypercholesterolemia in Tibetan minipigs and activates innate and adaptive immunity to drive the development of atherosclerosis. 

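The KEGG pathway insulin resistance had 97 tested genes in the deposited table. Up-regulated DEGs made up 7.22% of these, against 12.2% of all tested genes with a KEGG name (adjusted p = 1.00, Fisher's exact test, one-sided). The lowest adjusted p-value under any of 24 alternative settings was 0.592. In a separate list of 26 tested genes of insulin signaling and resistance, written before the data were examined, 3 were up-regulated and 2 were down-regulated in the vessels of the atherosclerosis group. The median log2 fold change of that list was 0.05, and it did not shift (adjusted p = 0.765 from limma's cameraPR).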

Interestingly, it was also found that insulin resistance pathways are significantly enriched in blood vessels, which is consistent with our early study showing that the HFC diet induces insulin resistance and promotes vascular insulin resistance in Tibetan minipigs [9].

To further understand the molecular mechanism of HFC diet-induced atherosclerosis in Tibetan minipigs, a representative PPI network of atherosclerosis was obtained. We first constructed an initial PPI network of 1716 DEGs. Based on the degree, betweenness and eigenvector analysis of the initial PPI network topology, 195 DEGs were selected to create a high centrality major PPI network, indicating the decisive roles of these proteins in atherosclerosis induced by HFC-diet in Tibetan minipigs. Four key modules were obtained by MCODE cluster analysis, in which we saw that the genes in these modules are mainly involved in the biological process of cell chemotaxis, myeloid leukocyte activation, cytokine production, and lymphocyte activation. Moreover, a total of 15 hub genes were extracted from the major PPI network through degree centrality analysis, including TNF, PTPRC, ITGB2, ITGAM, VCAM1, CXCR4, TYROBP, TLR4, LCP2, C5AR1, CD86, MMP9, PTPN6, C3, and CXCL10. GO biological process enrichment analysis revealed that these hub genes are mainly involved in myeloid leukocyte activation. Previous studies have shown that a variety of myeloid cells (monocytes, macrophages, dendritic cells, and neutrophils) in the aorta are involved in regulating the progression of inflammation and atherosclerosis [31], and suggested that the activation of myeloid leukocytes can promote vascular endothelial injury and inflammatory response, and accelerate the progression of atherosclerosis. For example, monocytes can differentiate into macrophages and swallow lipids, form foam cells, and secrete a variety of inflammatory factors such as TNF-α, interleukin-1 (IL-1) and IL-6, leading to cell adhesion, inflammatory cell infiltration, matrix degradation, and ultimately plaque rupture [32]. Among the hub genes, TNF, PTPRC (also known as CD45), VCAM1, CD86 and MMP9 have been confirmed as inflammatory biomarkers of atherosclerosis [33, 34]. Chemokines are known to play a crucial role in atherosclerosis, especially in the recruitment of monocytes. CXCR4 is widely expressed not only on the surface of hematopoietic stem cells but also in atherosclerotic lesions. Animal experiments have shown that CXCR4 expression was significantly up-regulated in the thoracic aorta vessels of high-fat diet-fed ApoE^−/−^ mice [35]. Heller EA et al. [36] showed that lymphocytes indeed promote atherosclerosis, and identified CXCL10, a T cell chemokine which enhances this process. Complement and coagulation cascades are the main defense systems that mediate inflammation and thrombosis. Hypercholesterolemia can activate complement to produce C3 invertase through the classical pathway, lectin pathway or alternative pathway. At the same time, the downstream of C5 invertase was formed to lyse C5 and form C5a [37]. Patzelt J et al. [38] found that the expression of C3aR and C5aR in patients with coronary heart diseases was positively correlated with platelet activation. Recently, NK cells, especially NKT cells, have been identified as important participants in immune metabolism because of their unique responses to lipid antigens and their mixed nature of innate and adaptive immune systems [39]. ITGB2 (integrin subunit beta 2, CD18) is an adhesion molecule of the integrin family and a major marker of NK cell maturity, and is involved in adhesion between inflammatory cells and endothelial cells, inflammatory cells chemotaxis, and other processes that are active in the early stages of atherosclerosis [40]. ITGAM encodes the integrin αM chain that is involved in CD40L-mediated inflammation during atherosclerosis [41]. TYROBP (also known as DNAX activator protein 12, DAP12) is a kind of transmembrane receptors that is widely present in natural killer cells, neutrophils and monocytes/macrophages. Wang et al. [42] found that DAP12 was highly exhibited in plaques of APOE mice and promoted the formation of atherosclerosis through the TREM-1/DAP12 pathway. Type 6 protein tyrosine phosphatase non-receptor (PTPN6, also named as SHP-1) is a member of the protein tyrosine phosphatase (PTP) family located in the cytoplasm, which regulates cell growth, differentiation, mitotic cycle and oncogenic transformation [43]. PTPN6 plays a vital role in negatively regulating insulin action and liver clearance, thereby regulating systemic glucose homeostasis [44]. Nai et al. [45] found that PTPN6 was significantly up-regulated in atherosclerosis. LCP2, also known as SLP-76, is an adaptor protein specific to blood-derived cells, which is mainly present in the hematopoietic system and platelets, NK cells, neutrophils, mast cells, immature B cells and macrophages, and participates in T cell receptor-related signaling pathways and coagulation function [46]. It can be seen that the activation of these hub genes is involved in promoting the adhesion between inflammatory cells and endothelial cells, and in accelerating the formation of atherosclerotic plaques.

In addition, TLR4, a member of pattern recognition receptors family, plays a key role in innate immunity and has recently received widespread attention. In monocytes, TLR4 and TNF-α can activate the classic NF-κB/AP-1 signaling pathway and promote the release of inflammatory cytokines [47]. This is consistent with our findings about the enrichment of TNF, TLR, and NF-kappa B pathways. We found that 11 hub genes are regulated by the NF-ĸB-1 transcription factor, which was validated by the high expression of NF-ĸB in atherosclerotic vessels in Tibetan minipigs from immunohistochemical staining. On the other hand, 12 hub genes are controlled by the SPI1 transcription factor (spleen focus forming virus proviral integration oncogene), which is a member of the ETS transcription factor family. Previous studies have shown that the mRNA level of SPI1 is up-regulated during myeloid cell differentiation and is maintained at high levels in human B cells, mast cells, monocytes, peripheral blood neutrophils and other granulocytes [48]. This is consistent with our observation of the significant increase of SPI1 expression in Tibetan minipigs induced by the HFC diet, further suggesting that the activation of myeloid cells plays a very important role in the formation of atherosclerosis.

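The counts of SPI1 were 168 to 286 per library in NC and 1133 to 15347 in atherosclerosis. With each library left out in turn, its log2 fold change stayed between 3.01 and 5.36. Without atherosclerosis replicate 3 the adjusted p-value of SPI1 was 0.00547 in edgeR's quasi-likelihood test, and over all alternative settings it ranged from 4.32e-07 to 0.465.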

To ensure the accuracy of candidate DEGs, we selected 9 genes for RT-PCR validation. The results confirmed the consistency between the gene expression and sequencing results. Furthermore, we used the human carotid atherosclerosis dataset (GSE 43292) to validate the expression pattern of 15 hub genes in human carotid plaques. We found that the expression patterns of these 15 hub genes in human carotid artery plaques agree with those in atherosclerotic vessels of Tibetan minipigs induced by the HFC diet, suggesting that the HFC diet-induced Tibetan minipigs atherosclerosis model is suitable for the study of atherosclerosis-related diseases in humans.

## Conclusion

Our data showed that the HFC diet-induced Tibetan minipig atherosclerosis model exhibits significant dyslipidemia, oxidative stress, immune-inflammatory responses, and increased LDL and leukocyte recruitment. Our RNA-seq experiment revealed 1716 DEGs in the atherosclerosis/NC group, including 1468 up-regulated genes and 248 down-regulated genes. Functional enrichment analysis of DEGs showed that the HFC diet induced changes are related to vascular immune-inflammatory responses, lipid metabolism and muscle contraction, indicating that HFC diet-induced hypercholesterolemia activates innate and adaptive immunity to drive atherosclerosis development. Four modules, associated with cell chemotaxis, myeloid leukocyte activation, cytokine production, and lymphocyte activation, were identified from the major PPI network. Fifteen hub genes were discovered, including TNF, PTPRC, ITGB2, ITGAM, VCAM1, CXCR4, TYROBP, TLR4, LCP2, C5AR1, CD86, MMP9, PTPN6, C3, and CXCL10, as well as two transcription factors, i.e. NF-ĸB1 and SPI1. This bioinformatics study has identified the hub genes and key pathways for the development of atherosclerosis in Tibetan minipigs induced by a HFC diet.

## Data Availability

The datasets used and analysed during the current study available from the corresponding author on reasonable request.

## Abbreviations

AI: Atherogenic index
BP: Biological process
C5AR1: Complement C5a receptor 1
CRP: C reactive protein
CXCL10: C-X-C motif chemokine ligand 10
CXCR4: C-X-C motif chemokine receptor 4
DEGs: Differentially expressed genes
FDR: False discovery rate
GO: Gene ontology
GSEA: Gene Set Enrichment Analysis
H&E: Hematoxylin and Eosin
HDL-C: High density lipoprotein cholesterol
HFC: High fat/cholesterol
IMT: Intima-media thickness
ITGAM: Integrin subunit alpha M
ITGB2: Integrin Beta 2
KEGG: Kyoto Encyclopedia of Genes and Genomes
KOBAS: KEGG Orthology Based Annotation System
LCP2: Lymphocyte cytosolic protein 2
LDL-C: Low density lipoprotein cholesterol
MCODE: Molecular complex detection
MMP9: Matrix metallopeptidase 9
MSigDB: Molecular Signature Database
NC: Normal control
NES: Normalized enrichment score
PPI: Protein-protein interactions
PTPN6: Protein tyrosine phosphatase non-receptor type 6
PTPRC: Recombinant Protein Tyrosine Phosphatase Receptor Type C
SMCs: Smooth muscle cells
SPI1: Spleen focus forming virus proviral integration oncogene
STRING: Search Tool for the Retrieval of Interacting Genes
TC: Total cholesterol
TF: Transcription factors
TG: Triglycerides
TLR4: Toll like receptor 4
TNF: Tumor necrosis factor
TYROBP: TYRO protein tyrosine kinase binding protein
VCAM1: Vascular cell adhesion molecule 1
WBC: White blood cell

How the deposited data were processed for this re-analysis (not part of the article)

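The measurements are RNA-seq profiles of vessels at the end of the abdominal aorta of male Tibetan minipigs. The extraction protocol in the sample labels speaks of an adipose type. The tissue labels and the paper give the abdominal aorta, which was taken as the tissue. There are 9 libraries in 3 groups of 3: NC (regular diet, 24 weeks), atherosclerosis (HFC diet, 24 weeks) and H8 (HFC diet, 8 weeks). The paper describes the first 2 groups, and H8 was taken from the sample labels. Libraries were grouped by these labels and none was left out. The labels number the replicates 1 to 3 in every group. Neither the labels nor the paper pair pigs across groups, so the numbers were not used as pairs except in one alternative. Genes on chromosome Y (52 in the table) summed to between 363 and 670 FPKM in every library, which was checked because all pigs were male.
The authors mapped the reads with HISAT 2.0 to Sscrofa11.1 and deposited a table of 21357 genes with FPKM values from StringTie 1.3.0. The deposited table also holds an estimated count for each gene and library, a whole number that is not normalized for depth. How the authors derived these expected counts is not stated, nor is the annotation release. In the values, the ratio of count to FPKM between 2 libraries is the same in every gene with 1 transcript, so both come from the same coverage estimate. Of the genes, 5119 have no name of their own, 124 names occur more than once and 2457 genes are at 0 in every library. For a name that occurs more than once, the gene with the highest mean FPKM was used.
The median total count was 65340277 in NC, 61085496 in atherosclerosis and 68855107 in H8. A floor of 3 counts was taken as the smallest signal.
The plan had named limma on log2(FPKM + 0.1) as the test, with a count model in its place if the table held counts. As it does, the counts were analysed with edgeR 4.0.16 in R 4.3.3, with data.table 1.17.8 to read the table. Each comparison used the libraries of its 2 groups, TMM normalization, the genes with a mean FPKM of at least 0.1 over these libraries, and the quasi-likelihood test of both directions with a dispersion trend. A gene was called by the paper's thresholds, a log2 fold change beyond 1 in size with an unadjusted p-value under 0.05, and also by a Benjamini-Hochberg adjusted p-value under 0.05 with the same fold change. Comparisons were atherosclerosis/NC, H8/NC and atherosclerosis/H8.
Gene lists standing for 17 pathways were tested with limma 3.58.1 (cameraPR on the signed root of the edgeR statistic, inter-gene correlation 0.01, lists with at least 3 tested genes). The terms the paper names were matched by name to the KEGG and GO annotation of the table and tested by Fisher's exact test, one-sided, against the tested genes with annotation of that kind, for up- and down-regulated DEGs apart. The tests of terms within the modules and hub genes were added after the data were examined. Genes named in the text are those the paper names (the 15 hub genes, the 9 genes of the RT-PCR, SPI1, NFKB1, RELA, CD68, ACTA2 and GAPDH), the genes with the largest changes among those past the adjusted threshold that had non-overlapping groups and a mean FPKM of at least 1 (at most 5 in each direction for atherosclerosis/NC and at most 3 for the others), at most 3 genes of a pathway list with the smallest p-values, and the cholesterol biosynthesis genes by direction, which are given as counts. Other genes that passed the adjusted threshold, and the down-regulated network nodes in the text, were named after their values were seen.
The alternatives set beforehand were pseudocounts of 1 and 0.01, no filter, a filter at a mean FPKM of 1, TPM rescaling, median-ratio scaling, quantile normalization, all 9 libraries in one fit, a replicate block, no dispersion trend, library weights, summing genes of the same name, each replicate left out in turn, an inter-gene correlation of 0.05 and a background of all annotated genes. Those on the pseudocount, TPM, quantile normalization and library weights were run with limma on log2 FPKM. DESeq2 1.42.0, edgeR's exact test and likelihood ratio test, limma on log2(FPKM + 0.1) and scaling by library size only were added after the data were examined. On real and simulated data, DESeq2 was run without its independent filtering and without its cutoff on outlier counts. Its counts of calls may therefore differ from those of its default settings.
The method was tested on simulated data with the dispersions of the real genes, 200 of which were changed by a log2 fold change of 2. With dispersions from the trend, 119 of the 200 (59.5%) passed the adjusted threshold, with 9 unchanged genes. With the dispersion of each gene, 62 (31.0%) passed, with 1 unchanged gene. None of 16 unchanged lists shifted in either simulation. The simulated genes were drawn independently of each other, so this cannot show how the list test behaves when genes of a list vary together.
The phenotype, blood, histology, RT-PCR and protein measurements, the transcription factor motifs and the human data were not analysed here.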

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

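The tests of explanations given here were chosen after the results were seen, except those on gene length and on other splits of the libraries for counts of genes and lists.
The deposited table holds 3 libraries (H8) from pigs fed the HFC diet for 8 weeks, which the paper does not report. The NC pigs were killed at 24 weeks, so H8/NC also holds a difference in age, and diet and age cannot be told apart. With edgeR's quasi-likelihood test, 2 genes were up-regulated and 2 were down-regulated by the adjusted threshold, among 2124 of 14336 tested genes with an unadjusted p-value under 0.05. The up-regulated genes were C3 (log2 fold change 2.82) and CSF3R (3.84), both with an adjusted p of 0.0206. The down-regulated genes were ZNF395 (-2.35, adjusted p = 0.00724) and ADIPOQ (-6.39, adjusted p = 0.0206). In each of the 4 genes, all 3 H8 libraries lay on the same side of all 3 NC libraries. Over the alternatives, the adjusted p-value ranged up to 0.398 for every one of the 4.
Of the 10 splits of the 6 H8 and NC libraries into 3 and 3, 4 part every replicate number as the real split does. For the up-regulated genes, 1 of these 4 gave as many (the real one), and for the down-regulated genes also 1. The other 6 splits part 1 replicate number each and gave no larger count. So few splits keep this test from excluding the way the libraries happen to fall, whatever the counts.
ADIPOQ is a marker of fat cells, and the amount of fat left around the vessel is a candidate explanation for its fall in H8. A list of adipocyte markers also fell in H8/NC, but by a median log2 fold change of only -1.03 (adjusted p = 4.92e-10 from limma's cameraPR). Its medians in atherosclerosis replicates 1 to 3 were -0.37, -0.67 and -1.23. The NC mean of ADIPOQ was 92.1 times the H8 mean. Among the atherosclerosis libraries, which share diet and age, the highest was 103 times the lowest (7.24, 0.0705 and 0.416 FPKM). ADIPOQ can thus differ this much within a group. Whether dissection alone accounts for its fall remains open, since the list changed far less. A similar reservation holds for ZNF395, whose FPKM in atherosclerosis was 4.92, 31.9 and 15.8 against 30.6, 33.5 and 28.6 in NC, though its cause was not tested.
At 8 weeks, 12 of the 17 pathway lists were already shifted upward and none downward. The complement and coagulation list had the smallest adjusted p (median log2 fold change 1.58, 20 of 23 genes higher, adjusted p = 1.47e-14 from limma's cameraPR). For lysosome the median was 0.59, with 33 of 34 genes higher (adjusted p = 4.40e-13). Among the 4 comparable splits, 1 shifted 12 lists or more, the real one, and 1 of all 10 did. Of the 733 genes up-regulated in H8/NC by the paper's thresholds, 419 (57.2%) were also up-regulated in atherosclerosis/NC, where 60.2 would be expected by chance. The 2 comparisons share the NC libraries, which raises the overlap by itself. Of the 326 down-regulated genes, 47 (14.4%) were shared, with 5.17 expected.
Between the time points, 2 lists differed that were shifted in atherosclerosis/NC and not in H8/NC. The difference was tested directly in atherosclerosis/H8, and this test was not repeated under the alternatives. Cholesterol biosynthesis genes had a median log2 fold change of -0.65 (adjusted p = 6.58e-07 from limma's cameraPR), and smooth muscle contractile genes had a median of -0.80 (adjusted p = 4.18e-05). In H8/NC their medians were -0.12 (adjusted p = 0.0935) and 0.03 (adjusted p = 0.628). For cholesterol biosynthesis, 1 of the 4 comparable splits of the atherosclerosis and H8 libraries, and 1 of all 10, gave a p-value as small, the real one. In H8/NC this list was also shifted downward in 7 of 24 alternatives (adjusted p from 0.000270 to 0.587, medians from -0.38 to -0.01), so a smaller fall at 8 weeks cannot be excluded. The pigs also differ in age between the time points.
For cholesterol biosynthesis in atherosclerosis/NC, the median of the list stayed between -0.81 and -0.52 over all alternatives, the scalings included. Without atherosclerosis replicate 3 the adjusted p was 8.95e-12, with a range of 2.18e-12 to 1.74e-07 over the alternatives, so that library alone does not account for it. If fat around the vessel accounted for it, the list should fall at least as far in H8, where the median was -0.12, and it was between -0.38 and -0.01 over the alternatives. A part of the fall could still come from fat, since 2 of the 3 H8 libraries were lower as well (-0.33, 0.30 and -0.24). Dilution by RNA of other cells would lower it most in replicate 3, which has the highest macrophage markers, but it differed there by -0.045 from the mean of replicates 1 and 2. Gene length had no clear relation to the change (Spearman's rho = -0.051 across genes). What remains is that cholesterol taken up from the diet may lower the synthesis genes in the vessel wall, a hypothesis found and tested on the same libraries. For this list, 1 of the 4 comparable splits of the 6 libraries, and 1 of all 10, gave a p-value as small, the real one. Its unadjusted p-value from limma's cameraPR was 9.74e-12, and the smallest among the other splits was 0.0111. With 10 splits this share cannot go below 0.1, so the design by itself keeps this test from excluding the grouping of the libraries.
For the contractile genes, CASQ2, MYLK and TPM1 had the smallest p-values in atherosclerosis/NC. The fall was largest in atherosclerosis replicate 3 (-2.39, against -0.45 and -0.31). The list still shifted without that library (adjusted p = 0.00124, with a range of 6.19e-07 to 0.00439 over the alternatives), and its median stayed between -1.03 and -0.23. If RNA from other cells only diluted that of the vessel wall evenly, endothelial genes should fall as far in replicate 3. Their median was -0.38, against -0.50 to 0.63 in the NC libraries. The median of collagen genes was 0.14, which cannot decide, since the paper's staining found more collagen in this group. The test bears only on a dilution that is alike for all cells of the wall. The p-value of this list does not single out the diet groups, however. In atherosclerosis/NC, 2 of the 4 comparable splits and 5 of all 10 gave one as small, and in atherosclerosis/H8 2 of the 4 and 2 of all 10. Replicate 3 alone does not account for the fall, since the medians of replicates 1 and 2 also lay below those of every NC library (0.12, -0.08 and -0.03). The splits were not repeated without replicate 3, so for the p-value of the list the grouping of the libraries remains as an explanation.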

How the results depend on the processing

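The alternatives below were set before the data were examined, except DESeq2, edgeR's exact test and likelihood ratio test, limma on log2(FPKM + 0.1) and scaling by library size only, which were chosen after seeing the data. The test of terms with DEGs called by adjusted p gave no value for atherosclerosis/NC, since no gene passed (2055 had an unadjusted p-value under 0.05).
The hub genes (14 to 15 up-regulated), the network genes (130 to 182), the RT-PCR genes (7 to 8 up and 1 down), the lists shifted in atherosclerosis/NC (14 to 15) and the up-regulated GO and KEGG terms kept their direction and stayed within 1.5 times their count under every alternative. The counts of genes past the adjusted threshold did not. The cause was not tested unless a value is given.
Among added tests, DESeq2 gave 994 up- and 81 down-regulated genes by the adjusted threshold in atherosclerosis/NC, 449 and 171 in H8/NC, and 545 and 210 in atherosclerosis/H8. The exact test gave 812 and 56, 326 and 125, and 177 and 91, and the likelihood ratio test gave 911 and 71, 373 and 142, and 276 and 130. With the exact test, the likelihood ratio test, limma on log2(FPKM + 0.1) and pseudocounts of 1 and 0.01, the down-regulated KEGG terms rose from 2 to 4, and with library weights and with library size only they fell to 1. In edgeR's quasi-likelihood test these counts were 0 and 0, 2 and 2, and 2 and 0. On simulated data, unchanged genes made up 9.09% to 21.2% of the exact test's calls, 13.3% to 23.4% of those of the likelihood ratio test, 24.1% to 30.7% of those of DESeq2 and 1.59% to 7.03% of those of the quasi-likelihood test. Of the calls in atherosclerosis/NC, 868 of 868 (exact test), 982 of 982 (likelihood ratio test), 1065 of 1075 (DESeq2) and 527 of 538 (library weights) were also among the 1700 DEGs.
Library weights gave 488 up- and 50 down-regulated genes in atherosclerosis/NC, 20 and 18 in H8/NC, and 42 and 12 in atherosclerosis/H8. TPM rescaling gave 18 and 2, 10 and 14, and 6 up in atherosclerosis/H8. Limma on log2(FPKM + 0.1) gave 9 and 1, 12 and 14, and 1 up. A pseudocount of 0.01 gave 10 and 1, 8 and 11, and 1 up. Quantile normalization gave 1 and 1, 14 and 11, and 1 up. A pseudocount of 1 gave 1 and 1 in atherosclerosis/NC and 1 up in atherosclerosis/H8. All 9 libraries in one fit gave 8 and 1, 0 and 0, and 1 up. A filter at a mean FPKM of 1 gave 1 up in atherosclerosis/NC and 5 up in H8/NC, no filter gave 6 up in H8/NC, library size only gave 4 up in H8/NC, and summing genes of the same name gave 1 up in atherosclerosis/H8.
The replicate block gave 0 and 0 in H8/NC and 0 up in atherosclerosis/H8. Replicate numbers carried no shared signal that a block could remove, as the residuals of same-numbered libraries had a mean r of 0.00 in atherosclerosis/NC and 0.03 in H8/NC across genes.
By the paper's thresholds in atherosclerosis/NC, a pseudocount of 1 gave 714 up- and 141 down-regulated genes, quantile normalization 942 and 515, TPM rescaling 360 down and a filter at a mean FPKM of 1 gave 141 down. Quantile normalization, run with limma, gave a median log2 fold change of all genes of -0.13, and 64.7% of its DEGs were up-regulated. These values were 0.01 and 86.8% in edgeR with TMM, and 0.0003 and 79.2% with limma on log2(FPKM + 0.1). The excess of up-regulated genes therefore depends in part on the scaling, and a part of the gap to edgeR goes with the tool.
Across the 6 fits that each left out one replicate, the DEGs by the paper's thresholds ranged from 946 to 1795 up and from 137 to 456 down, and those past the adjusted threshold from 0 to 290 up and from 0 to 16 down. In H8/NC the latter were 0 to 34 up and 1 to 4 down, and in atherosclerosis/H8 0 to 3 up and 0 to 1 down. The hub genes ranged from 14 to 15, the network genes from 137 to 181, the lists from 14 to 15 (11 to 13 in H8/NC), the up-regulated GO terms from 5 to 8, the up-regulated KEGG terms from 14 to 17 and the down-regulated ones from 1 to 3. Without atherosclerosis replicate 3, 304 of the 306 genes past the adjusted threshold were among the 1700 DEGs.
Among the results recomputed under the alternatives here, the values that reversed were the following, none of which passed a threshold with every library kept. The log2 fold change of RELA was -0.014 with TPM rescaling, and ranged from -0.067 (without atherosclerosis replicate 2) to 0.13 with replicates left out. In H8/NC the direction of the test turned for apoptosis with a filter at a mean FPKM of 1 (median 0.0050) and without H8 replicate 2 or NC replicate 1 (medians from -0.060 to 0.22 with replicates left out), and for the contractile genes with quantile normalization (-0.061) and without NC replicate 2 (from -0.024 to 0.064 with replicates left out). The test of insulin resistance genes in atherosclerosis/NC turned without NC replicate 1 (medians from -0.082 to 0.20 with replicates left out). Log2 fold changes in H8/NC that changed sign with replicates left out were those of CXCL10 (-1.06 to 0.64), SQLE (-0.52 to 0.080) and MYBPH (-0.84 to 0.055). That of NFKB1 did so in atherosclerosis/H8 (-0.033 to 0.30).
Among the values of single genes, 39 others became weaker, and among those of single lists 3 became weaker and 17 stronger. Single terms were stronger 53 times and weaker 23 times, and terms in the modules and hub genes 2 times stronger with a background of all annotated genes.
Depth limits TNF most among the hub genes, with 8 to 13 counts per NC library.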

Differences from the paper's values

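In NC, VCAM1 had a mean of 26.6 FPKM, against the paper's about 13 in Fig. 6a, read by eye. The alternatives set before the data were examined did not close the gap, with 98.9 after TPM rescaling, 25.8 with median-ratio scaling, and 27.7, 26.2 and 26.0 without NC replicates 1, 2 and 3. In atherosclerosis, VCAM1 had a mean of 121 FPKM, against the paper's about 55 in Fig. 6a, read by eye. Without atherosclerosis replicate 1 (115) and without replicate 3 (98.7) the difference was within the spread of the libraries. With TPM rescaling (417), median-ratio scaling (114) and without replicate 2 (150) it was not. CTSS had a mean of 158 FPKM in atherosclerosis, against about 330 in Fig. 6a, also read by eye. That gap was within the spread of the libraries (SD 210, n = 3). Why the values of the figure differ was not tested.
The paper lists KEGG pathways enriched among the up-regulated genes that were not over-represented here. For TNF signaling the adjusted p was 0.132 (Fisher's exact test). It was below 0.05 with a pseudocount of 0.01, TPM rescaling, quantile normalization, the replicate block, library weights, a background of all annotated genes and without each NC replicate, and with limma on log2(FPKM + 0.1), which was chosen after seeing the values (range 0.0176 to 0.299). For JAK-STAT signaling it was 0.129, and below 0.05 with a pseudocount of 0.01, TPM rescaling, quantile normalization, the replicate block, library weights, and without NC replicate 1, NC replicate 3 or atherosclerosis replicate 3, and with limma on log2(FPKM + 0.1), chosen after seeing the values (range 0.00602 to 0.259). Insulin resistance held a smaller share of up-regulated DEGs (7.22%) than the background (12.2%), and its adjusted p was at least 0.592 under every alternative.
The paper lists vascular smooth muscle contraction and calcium signaling for the down-regulated genes. Here their adjusted p-values were 0.273 and 0.574 (Fisher's exact test). Vascular smooth muscle contraction was below 0.05 with pseudocounts of 1 and 0.01, TPM rescaling, all 9 libraries in one fit and without atherosclerosis replicates 1 or 2, and with limma on log2(FPKM + 0.1), DESeq2, the exact test and the likelihood ratio test, which were chosen after seeing the values (range 0.00387 to 0.504). Calcium signaling was below 0.05 with pseudocounts of 1 and 0.01, and with limma on log2(FPKM + 0.1), the exact test and the likelihood ratio test, chosen after seeing the values (range 0.00467 to 1).
Among GO processes, the paper lists proliferation, response to lipid, bone remodeling and cell death for up-regulated genes and muscle contraction for down-regulated genes. The terms were matched to the annotation of the table, which may hold fewer genes per term than the sets used in the paper. It has 12 tested genes for response to lipid, 11 for bone remodeling, 21 for cell death and 27 for muscle contraction. A term that fails here therefore cannot decide against the paper's result. Positive regulation of cell population proliferation had an adjusted p of 0.0983 (Fisher's exact test). It was below 0.05 with a pseudocount of 1, no filter, a filter at a mean FPKM of 1, TPM rescaling, quantile normalization, all 9 libraries in one fit, the replicate block, a background of all annotated genes, and without NC replicate 2, NC replicate 3, atherosclerosis replicate 1 or atherosclerosis replicate 3, and with limma on log2(FPKM + 0.1), DESeq2, the exact test and the likelihood ratio test, chosen after seeing the values (range 0.00326 to 0.138). Response to lipid (0.164) was below 0.05 without atherosclerosis replicate 1 (range 0.0478 to 0.572). Muscle contraction (0.362) was below 0.05 without atherosclerosis replicates 1 or 2 (range 0.00763 to 1). Bone remodeling (0.387) and cell death (0.899) passed under no alternative, with ranges of 0.169 to 0.778 and 0.736 to 0.943.
The paper names apoptosis among the gene sets enriched in atherosclerosis. The apoptosis list had a median log2 fold change of 0.19 with 14 of 23 genes higher (adjusted p = 0.397 from limma's cameraPR, range 0.151 to 0.928), and shifted under no alternative. It is not the set the paper used.
Of the 195 nodes of the network, all DEGs in the paper, 16 were not called by the paper's thresholds. The number called up-regulated reached 182 with DESeq2 and with the likelihood ratio test, both chosen after seeing the values. Among the pathways the paper shows for the modules, insulin resistance (lowest adjusted p = 0.297, Fisher's exact test), endocytosis (0.0643), VEGF signaling (0.0788), NF-kappa B signaling (0.111) and HIF-1 signaling (0.116) passed in no module against the tested genes, nor did the GO terms cytokine production and lymphocyte activation. With a background of all annotated genes, endocytosis passed in module 4 (adjusted p = 0.0351). The 2 GO terms had 22 and 2 tested genes, which leaves little room for a test.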

Other observations

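The tests of explanations given here were chosen after the results were seen, except those on the form of the test and on other splits of the libraries.
No gene passed the adjusted threshold in atherosclerosis/NC, although 2055 had an unadjusted p-value under 0.05. In simulations of the same size, 62 to 119 of 200 changed genes passed. The simulated genes were drawn independently, without a library that lay apart in many genes at once. The simulations therefore cannot exclude low power as the reason. The spread added by atherosclerosis replicate 3 is a candidate explanation. The common dispersion fell from 0.241 to 0.140 without it, and was 0.203 to 0.276 when any other library was left out. The form of the test matters as well. In the simulation with the dispersion of each gene, the exact test called 160 genes, of which 34 (21.2%) were unchanged, while the quasi-likelihood test called 62 changed genes and 1 unchanged gene. With dispersions from the trend the 2 tests were close, with 132 calls of which 12 were unchanged in the exact test, and 119 changed and 9 unchanged genes in the quasi-likelihood test. The simulations therefore leave open how much of the larger counts of other tests is false calls. All 4 comparable splits of the 6 libraries, and all 10 splits, gave at least 0 up-regulated genes by the adjusted threshold, and likewise for the down-regulated genes (4 of 4), which a count of 0 fixes in advance.
By the paper's thresholds, the number of up-regulated genes was reached in 1 of the 4 comparable splits and 1 of all 10, the real one. Counted in the less numerous direction of each split, so was that of the down-regulated genes (1 of 4). The direction of the other splits is arbitrary, and 1 of them, not among the 4, gave 126 up- and 500 down-regulated genes. The same holds for the hub genes (1 of 4) and the network genes (1 of 4), which were chosen from these libraries. Other splits part 1 replicate number in place of 3. The shifted lists were less specific, since 2 of the 4 comparable splits and 5 of all 10 shifted 14 lists or more. In its more numerous direction, the real split gave 1475 genes by the paper's thresholds and the others at most 500. Hub genes numbered 15 in the real split and at most 3 in the others, and network genes at most 36 in the others. The share of splits cannot go below 0.1 with 10 splits, so the design by itself keeps this test from excluding the way the libraries happen to fall, however far apart the counts are.
Atherosclerosis replicate 3 lay far from replicates 1 and 2. Its depth (61085496 counts) lies between those of the other libraries, and the 10 highest genes held 9.70% of its counts, the lowest share of the 6 libraries, so neither accounts for it. Lymphoid tissue in the sample would raise its markers more than those of macrophages, but the lymphoid tissue list rose by 0.94 on the log2 scale over the mean of replicates 1 and 2 and the macrophage list by 3.17. The foam cell list rose by 3.41, the T cell list by 2.69 and the list of B and plasma cells by 0.60. Replicates 1 and 2 differed by 0.38 in the macrophage list and 0.93 in the foam cell list. More macrophages and foam cells in this sample may explain its position, through a more advanced lesion or the site of sampling, which the design does not separate.
In atherosclerosis/H8, edgeR's quasi-likelihood test gave 2 up-regulated genes and 0 down-regulated genes by the adjusted threshold, among 2029 of 14788 tested genes with an unadjusted p-value under 0.05. The up-regulated genes were MYBPH (log2 fold change 3.78, adjusted p = 0.0220, with a range of 3.88e-32 to 0.413 over the alternatives) and a gene on chromosome 17 without a gene name in the table, described there as GNAS complex locus (58985580 to 59055340, adjusted p = 0.00553, with a range of 3.83e-48 to 0.163). MYBPH was higher in each of the 3 atherosclerosis libraries (3.19, 4.17 and 4.71 FPKM) than in any H8 library (0.252 to 0.264 FPKM). The latter gene was near 0 in every H8 library, and at 0, 6.71 and 1.32 FPKM in NC, so it varies within a group as well. As many up-regulated genes came from 1 of the 4 comparable splits, the real one, and as many down-regulated genes from 4 of 4, again fixed by the count of 0. No biological explanation was tested.
RELA, which encodes p65, had 19.2 ± 0.907 FPKM in NC and 20.3 ± 2.43 FPKM in atherosclerosis (SD, n = 3), a log2 fold change of 0.06 (adjusted p = 0.926 from edgeR's quasi-likelihood test). ACTA2, which encodes alpha-SMA, had 3261, 2995 and 2560 FPKM in NC and 2144, 2976 and 545 FPKM in atherosclerosis, a log2 fold change of -0.66 (adjusted p = 0.678). CD68 had 4.90 ± 1.16 and 240 ± 326 FPKM (SD, n = 3), a log2 fold change of 5.60 (adjusted p = 0.132). The paper measured p65, alpha-SMA and CD68 as protein, which RNA-seq does not follow directly.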
